# Ketone body oxidation increases cardiac endothelial cell proliferation

**DOI:** 10.15252/emmm.202114753

**Published:** 2022-02-18

**Authors:** Eva‐Maria Weis, Patrycja Puchalska, Alisa B Nelson, Jacqueline Taylor, Iris Moll, Sana S Hasan, Matthias Dewenter, Marco Hagenmüller, Thomas Fleming, Gernot Poschet, Agnes Hotz‐Wagenblatt, Johannes Backs, Peter A Crawford, Andreas Fischer

**Keywords:** angiogenesis, endothelial cell, heart, ketogenic diet, ketone bodies, Cardiovascular System, Metabolism, Vascular Biology & Angiogenesis

## Abstract

Blood vessel formation is dependent on metabolic adaption in endothelial cells. Glucose and fatty acids are essential substrates for ATP and biomass production; however, the metabolism of other substrates remains poorly understood. Ketone bodies are important nutrients for cardiomyocytes during starvation or consumption of carbohydrate‐restrictive diets. This raises the question whether cardiac endothelial cells would not only transport ketone bodies but also consume some of these to achieve their metabolic needs. Here, we report that cardiac endothelial cells are able to oxidize ketone bodies and that this enhances cell proliferation, migration, and vessel sprouting. Mechanistically, this requires succinyl‐CoA:3‐oxoacid‐CoA transferase, a key enzyme of ketone body oxidation. Targeted metabolite profiling revealed that carbon from ketone bodies got incorporated into tricarboxylic acid cycle intermediates as well as other metabolites fueling biomass production. Elevation of ketone body levels by a high‐fat, low‐carbohydrate ketogenic diet transiently increased endothelial cell proliferation in mouse hearts. Notably, in a mouse model of heart hypertrophy, ketogenic diet prevented blood vessel rarefication. This suggests a potential beneficial role of dietary intervention in heart diseases.

**The paper explained**

**Problem**

Ketone bodies are produced by the liver, for example, during starvation and are an important source for energy production in heart and brain. Endothelial cells are located at the interface between blood and parenchymal cells and thereby are intimately involved in the transport of ketone bodies. Whether vascular endothelial cells are able to use ketone bodies was not known, however, it was shown before that lymphatic endothelial cells can break down ketone bodies and that this stimulates lymphangiogenesis.

**Results**

Here, we describe that vascular endothelial cells can take up ketone bodies and can use these to generate biomass. Vascular endothelial cells from different organs express succinyl‐CoA:3‐oxoacid‐CoA transferase (SCOT), the key enzyme for ketone body oxidation which eventually results in acetyl‐CoA production. Metabolic profiling of cultured endothelial cells supplemented with labeled ketone bodies (acetoacetate and β‐hydroxybutyrate) showed that its breakdown products were incorporated into TCA cycle intermediates, amino acids and lipids indicating that ketone bodies can be used as a source for biomass production in endothelial cells. Moreover, under starvation, ketone bodies increased ATP production in endothelial cells. Under cell culture conditions, ketone bodies promoted endothelial cell proliferation and angiogenesis. In mice, ketogenic diet only transiently increased endothelial cells proliferation in the heart but not other organs. Although ketogenic diet did not cause an increase in blood vessel density in the heart, it prevented vessel rarefication in a model of heart hypertrophy.

**Impact**

This study shows that ketone bodies can contribute to biomass and ATP production in endothelial cells, two processes that are underlying cell proliferation and angiogenesis. Whether this can be utilized to prevent vessel rarefication, which for instance is typically observed during ageing, is unknown, but should be considered for being explored in future studies.

## Introduction

Expansion of the blood vessel network is prerequisite not only for development but also in the adult organism during tissue growth, regeneration, or wound healing. While insufficient blood vessel formation prevents regeneration of ischemic tissue, excessive and deregulated angiogenesis is implicated in several ocular diseases and cancer (Potente *et al*, 2011). In the last years, it became clear that angiogenesis is not only coordinated by growth factors and signaling transduction pathways but is also dependent on adaption in cellular metabolism (Eelen *et al*, 2018). For example, sprouting of new vessel branches is dependent on increased glycolysis (De Bock *et al*, 2013; Schoors *et al*, 2014), whereas fatty acid beta‐oxidation (FAO) is key for biomass generation and endothelial cell (EC) proliferation (Schoors *et al*, 2015). Also, lymphatic EC proliferation, migration, and sprouting rely on FAO (Wong *et al*, 2017). A recent study reported that lymphatic ECs can not only oxidize fatty acids but also ketone bodies and that this promotes formation of new lymphatic vessels in mice (Garcia‐Caballero *et al*, 2019; Puchalska & Crawford, 2019). However, it has not yet been reported whether also vascular ECs can take up and oxidize ketone bodies and if this would affect their angiogenic properties.

Ketone body metabolism enables mammals to endure periods of carbohydrate restriction. During starvation, intensive endurance sports or consumption of carbohydrate‐restrictive diets, glycogen stores get depleted and insulin levels decline. This stimulates lipolysis of triacylglycerides in adipocytes and release of free fatty acids and glycerol into the bloodstream. Free fatty acids are taken up by non‐adipocytes and broken down into acetyl‐CoA moieties via FAO to fuel the tricarboxylic acid (TCA) cycle, thereby contributing to energy production (Puchalska & Crawford, 2017). In the liver, however, TCA cycle intermediates are shunt into gluconeogenesis in situations of glucose deprivation. This results in a surplus of acetyl‐CoA in hepatic mitochondria whenever FAO‐derived acetyl‐CoA exceeds flux through the TCA cycle. Under these circumstances, acetyl‐CoA molecules are enzymatically converted into the ketone bodies acetoacetate and β‐hydroxybutyrate (Puchalska & Crawford, 2021). In the healthy, fed state serum ketone body (acetoacetate and β‐hydroxybutyrate) concentrations in humans are low (50–200 µM). Physiological ketosis, for example, during starvation increases serum ketone body concentrations to around 1–2 mM, whereas pathological ketosis, as observed in untreated type 1 diabetes patients, is characterized by very high serum ketone body concentrations up to 20 mM (Robinson & Williamson, 1980).

Newly synthesized ketone bodies are released from hepatocytes into the bloodstream and function as energy‐rich alternative metabolic fuel in particular for heart and skeletal muscle. The rate of ketone body oxidation in extrahepatic organs increases proportionally to serum ketone body concentrations. In myocytes, D‐β‐hydroxybutyrate dehydrogenase (BDH1) catalyzes the oxidation of β‐hydroxybutyrate, the predominant ketone body molecule in blood, to acetoacetate. Acetoacetate is then transferred onto CoA through the activity of succinyl‐CoA:3‐oxoacid‐CoA transferase (SCOT, encoded by *3‐oxoacid CoA‐transferase 1* (*Oxct1*)). Acetoacetyl‐CoA can then catalyzed by mitochondrial thiolase into acetyl‐CoA fueling the TCA cycle for energy production (Cotter *et al*, 2013).

Notably, ketone bodies and other circulating nutrients need to pass the endothelial barrier, the inner surface of blood vessels, before being taken up by tissue cells. Whereas the sinusoidal endothelium in the liver allows free diffusion, the continuous endothelium in, for example, muscle, lung, or brain requires transcellular transport (Augustin & Koh, 2017). This raises the question whether ECs function to transport ketone bodies from blood toward tissue cells only or whether they are also able to use ketone bodies themselves. Based upon the outstanding importance of cellular metabolism for controlling angiogenesis (Eelen *et al*, 2018), this study aimed at analyzing ketone body metabolism in vascular ECs. The study focused on cardiac ECs, as the heart is one of the main consumers of ketone bodies during physiological ketosis.

## Results

### Cardiac ECs oxidize ketone bodies via the TCA cycle

Oxidation of ketone bodies (Fig 1A) requires the key enzyme SCOT. Heart, skeletal muscle, and brain are the main consumers of ketone bodies (Puchalska & Crawford, 2017) and SCOT protein was abundantly present in tissue lysates of these organs obtained from adult C57Bl/6J mice, as expected (Fig 1B and C). We also detected weak SCOT expression in adipose tissue, whereas it was not detectable in lung and liver. Expression of the oxidoreductase BDH1, which reversibly converts D‐β‐hydroxybutyrate into acetoacetate, showed a variable organ expression pattern with highest expression in the liver, the organ that is responsible for ketone body production (Fig 1B and D). In the heart, cardiomyocytes oxidize ketone bodies, but whether other cell types in the heart also oxidize ketones is unknown (Schugar *et al*, 2014; Horton *et al*, 2019). Indeed, we detected high SCOT and BDH1 expression levels in freshly isolated murine cardiomyocytes. Surprisingly however, we also observed expression of both proteins in the non‐cardiomyocyte fraction, in particular in CD31^+^ vascular ECs (Fig 1G).

**Figure 1:**
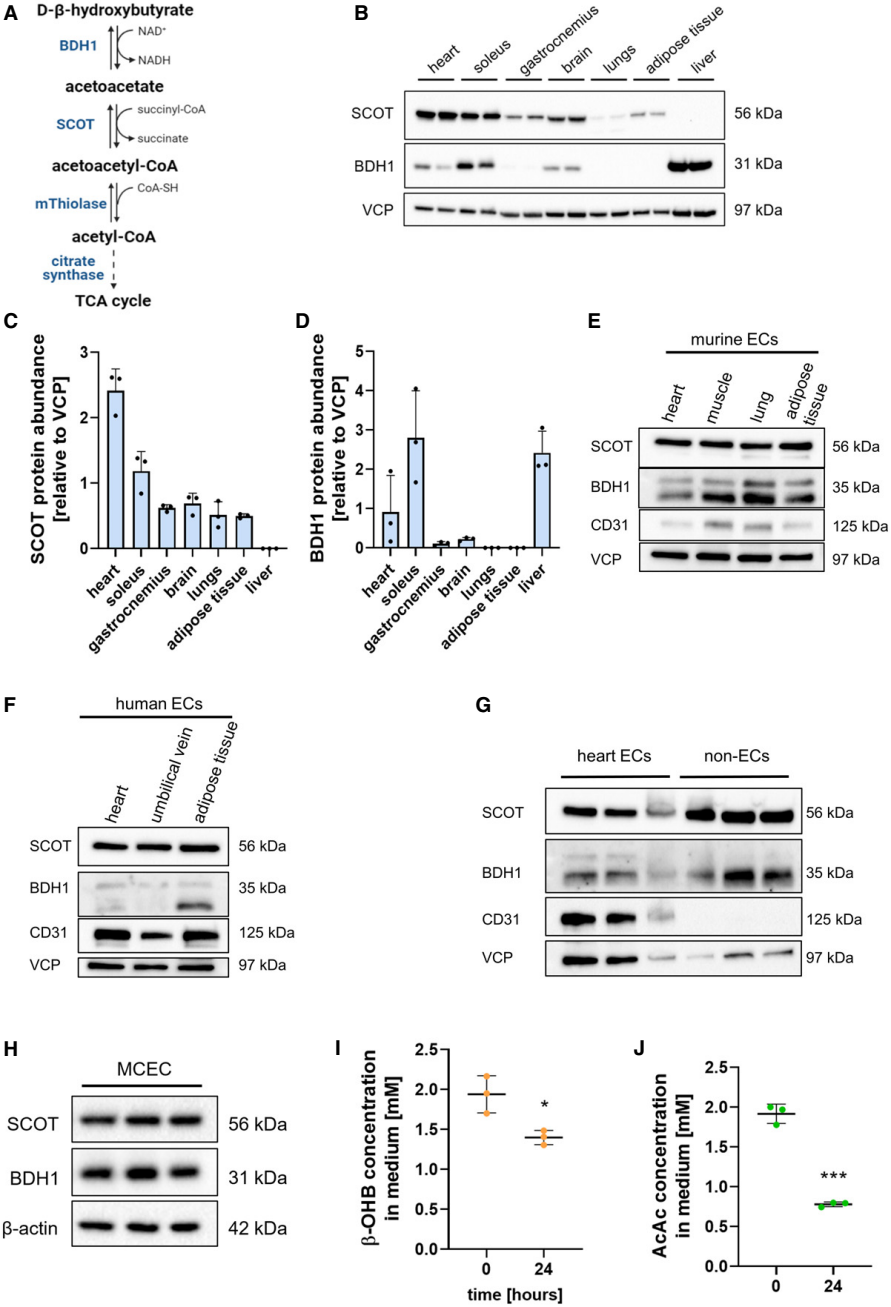
Key enzymes of ketone body oxidation are expressed in cardiac endothelial cells AOxidation of ketone bodies requires the enzymes SCOT and BDH1 and yields acetyl‐CoA which enters the tricarboxylic acid (TCA) cycle.BImmunoblot of SCOT, BDH1, and the loading control VCP across various organs obtained from adult C57Bl/6J mice.C, DQuantification of SCOT and BDH1 expression levels relative to VCP in various murine organs.EImmunoblot of SCOT, BDH1, CD31, and the loading control VCP in murine endothelial cells isolated from heart, muscle, lung, and adipose tissue.FImmunoblot of SCOT, BDH1, CD31, and the loading control VCP in human cardiac ECs, HUVECs, and adipose tissue ECs.GImmunoblot of SCOT, BDH1, CD31, and VCP in cardiac endothelial cells (EC) and non‐endothelial cell fraction (non‐EC) isolated from adult C57Bl/6J mice.HImmunoblot of SCOT, BDH1, and β‐actin in immortalized murine cardiac endothelial cells (MCEC).I, JKetone body concentration in cell culture medium of MCEC treated with 2 mM D‐β‐hydroxybutyrate (β‐OHB) or 2 mM acetoacetate (AcAc) after 24 h. Data are presented as mean ± SD. *n* = 3; *P < 0.05; ***P < 0.001 unpaired Student’s *t*‐test. Source data are available online for this figure.

Endothelial SCOT and BDH1 protein expression was not only restricted to cardiac ECs but also detectable in ECs derived from skeletal muscle, lung, and adipose tissue of adult mice (Fig 1E). Also, ECs derived from human umbilical cord vein (HUVEC), heart, and adipose tissue expressed SCOT and BDH1 protein (Fig 1F). Analysis of single‐cell RNA sequencing data from isolated ECs of multiple murine organs (Kalucka *et al*, 2020) revealed that Oxct1 mRNA (encoding SCOT protein) gets transcribed in ECs of all organs analyzed. In the heart, Oxct1 mRNA expression was uniformly distributed between arterial, capillary, and venous ECs (Appendix Fig S1). To test for potential upstream regulators of Oxct1 and Bdh1, immortalized murine cardiac ECs (MCEC) as well as primary human cardiac microvascular ECs and HUVECs were treated with inflammatory cytokines (IL1β, IL6, TNFα), pro‐angiogenic VEGF‐A, cultured under normoxic versus hypoxic conditions and starved versus FCS‐treated conditions. However, these experiments did not lead to the identification of an upstream regulatory factor (Appendix Fig S2).

To test whether expression of SCOT and BDH1 would allow vascular ECs to metabolize ketone bodies, we first analyzed whether MCEC are able to take up ketone bodies from the culture medium. These cells express the ketolytic enzyme SCOT as well as BDH1 (Fig 1H). When MCEC were cultured in the presence of 2 mM acetoacetate or 2 mM D‐β‐hydroxybutyrate, there was a marked decrease of ketone body concentration 24 h later in the culture medium (Fig 1I and J). This indicates that MCEC take up ketone bodies.

Interestingly, targeted metabolite profiling also showed that treatment of MCEC with both acetoacetate or D‐β‐hydroxybutyrate increased the absolute concentration of several tricarboxylic acid (TCA) cycle intermediates such as citrate (Fig 2A and B). To investigate the ability of MCEC to metabolize ketone bodies, isotope tracing untargeted metabolomics using ketone bodies was performed. MCEC that were treated with uniformly labeled [U‐^13^C_4_] acetoacetate or [U‐^13^C_4_] D‐β‐hydroxybutyrate for 24 h had incorporated the ^13^C isotope into numerous metabolites indicating that cardiac ECs do not only take up ketone bodies but also metabolize them. Most importantly, ^13^C incorporation was observed in TCA cycle intermediates, amino acids and putative purines and lipids (Fig 2C and D). The ^13^C incorporation rate was almost always higher in the presence of acetoacetate compared to D‐β‐hydroxybutyrate. This is most likely due to the fact that D‐β‐hydroxybutyrate oxidation requires an additional enzymatic oxidation step into acetoacetate by BDH1 (Fig 1A). Together, these data indicate that cardiac ECs take up ketone bodies to feed the TCA cycle and to generate biomass.

**Figure 2:**
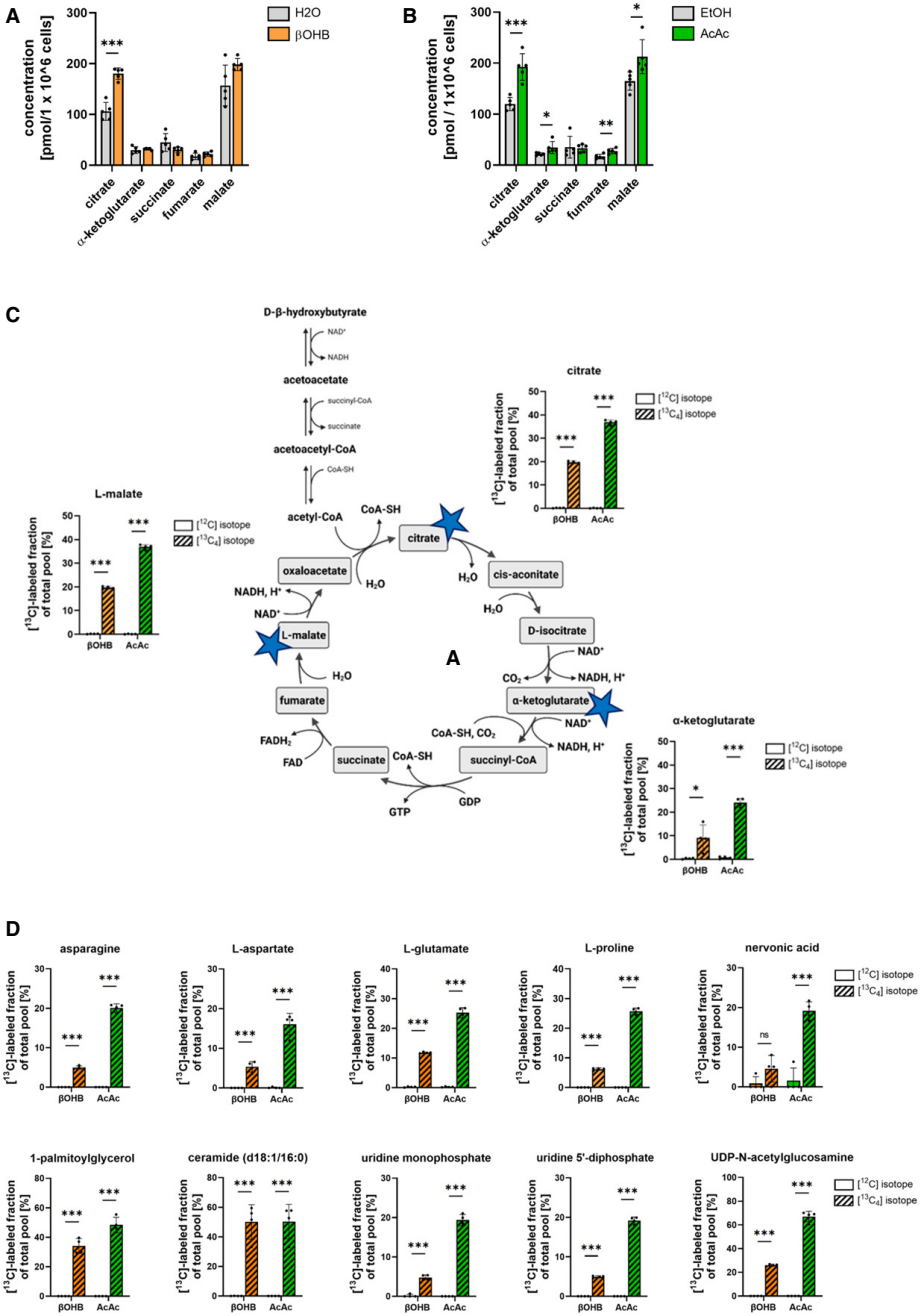
Ketone body treatment increases TCA cycle intermediates in MCEC A, BMurine cardiac endothelial cells (MCEC) were treated with 2 mM D‐β‐hydroxybutyrate (β‐OHB) or 2 mM acetoacetate (AcAc) for 24 h. Quantification of concentrations of TCA cycle intermediates compared to control treatment.CScheme of ketone body oxidation and the tricarboxylic acid (TCA) cycle. MCEC were incubated with 1 mM ^13^C_4_‐β‐hydroxybutyrate or 1 mM ^13^C_4_‐acetoacetate for 24 h or the same concentration of unlabeled ketone bodies ([^12^C] isotope). The [^13^C]‐labeled fractions of the TCA cycle intermediates citrate, α‐ketoglutarate and malate (marked with blue star) were quantified with an untargeted metabolomics approach indicating that ^13^C carbon from ketone bodies was incorporated into TCA cycle intermediates.DQuantifications of [^13^C]‐labeled fractions of amino acids (asparagine, l‐aspartate, l‐glutamate, l‐proline), putative lipid species (nervonic acid, 1‐palmitoylglycerol, ceramide (d18:1/16:0)) and uridine diphosphate (UDP) species (uridine monophosphate, uridine 5'‐diphosphate, UDP‐N‐acetylglucosamine) in MCEC treated with 1 mM ^13^C_4_‐β‐hydroxybutyrate or 1 mM ^13^C_4_‐acetoacetate for 24 h or the same concentration of unlabeled ketone bodies ([^12^C] isotope). Data are presented as mean ± SD. *n* ≥ 4; ns, not significant; *P < 0.05; **P < 0.01; ***P < 0.001 unpaired Student’s *t*‐test.

### Ketone bodies are a source for mitochondrial respiration in cultured ECs

To test whether ketone bodies can also be oxidized by cultured ECs to feed to mitochondrial electron transfer chain and ATP production, we employed Seahorse technology (XF Cell Mito Stress Kit). This revealed that the addition of ketone bodies to the culture medium of serum‐starved MCEC allows for an increase in maximal mitochondrial respiration and ATP production (Fig EV1A–H).

**Figure EV1:**
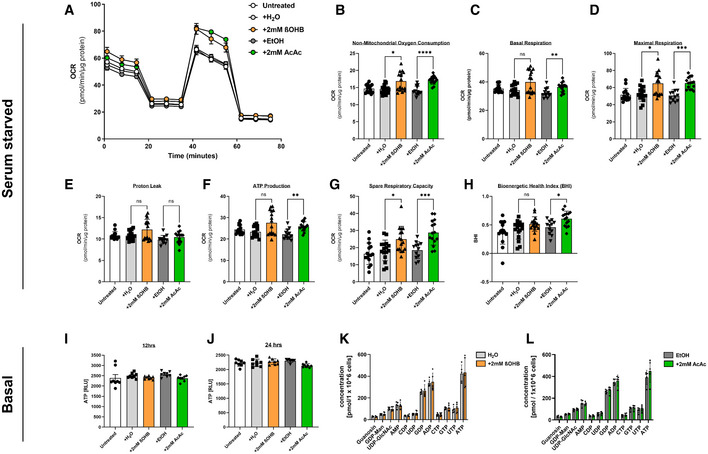
Effects of ketone bodies on mitochondrial respiration Mitochondrial function of MCECs stimulated with ketone bodies was characterized using the Seahorse Bioanalyzer by measuring the rate of oxygen consumption (OCR) following sequential additions of oligomycin, FCCP and antimycin/rotenone (A) to the cells to determine non‐mitochondrial oxygen consumption (B), basal respiration (C), maximal respiration (D), proton leakage (E), ATP production (F), spare respiratory capacity (G), and the bioenergetic health index (H), respectively.
A–HMCECs were starved for 1 h before addition of 2 mM R‐β‐hydroxybutyrate (βOHB) compared to H_2_O and acetoacetate (AcAc) compared to ethanol for 24 h.I–LMCECs were cultured in basal medium before addition of ketone bodies (2 mM) and solvent control. (I, J) Cellular ATP contents after 12 and 24 h. (K, L) Targeted metabolomics using UPLC to determine cellular nucleotides upon treatment with ketone bodies for 24 h. Data are presented as mean ± SD. One‐way ANOVA using nonparametric (Kruskal–Wallis) test. ****P < 0.0001, ***P < 0.001, **P < 0.01, *P < 0.05, NS > 0.05.

When MCEC were cultured in full medium under basal conditions, further addition of ketone bodies did not increase the amount of ATP (Fig EV1I and J). Also, the amounts of other nucleotides were not changed by addition of ketone bodies (Fig EV1K and L). As ATP cannot be sufficiently stored by cells, this finding was not surprising. In summary, the experiments shown so far revealed that ECs can uptake and oxidize ketone bodies to either produce ATP (e.g., during starvation) or biomass.

### Ketone bodies promote angiogenic capacity of cultured cardiac ECs

As biomass production is key for EC growth and cell division (Eelen *et al*, 2018), we investigated whether the presence of ketone bodies would allow cardiac ECs to proliferate faster. In the presence of D‐β‐hydroxybutyrate or acetoacetate in the culture media, MCEC showed higher levels of BrdU incorporation as a marker of DNA synthesis (Fig 3A and B). When cells were cultured on gold microelectrodes, elevated electrical impedance was observed, indicating increased cell proliferation rates in response to ketone body treatment (Fig 3C and D). Consistently, treatment with ketone bodies (0.1–10 mM) increased the number of MCEC upon 24, 48, and 72 h of culture compared to a solvent control (Fig EV2A–F). In addition, MCEC exposed to D‐β‐hydroxybutyrate or acetoacetate migrated faster in a Boyden chamber assay when compared to control treatment (Fig 3E and F).

**Figure 3:**
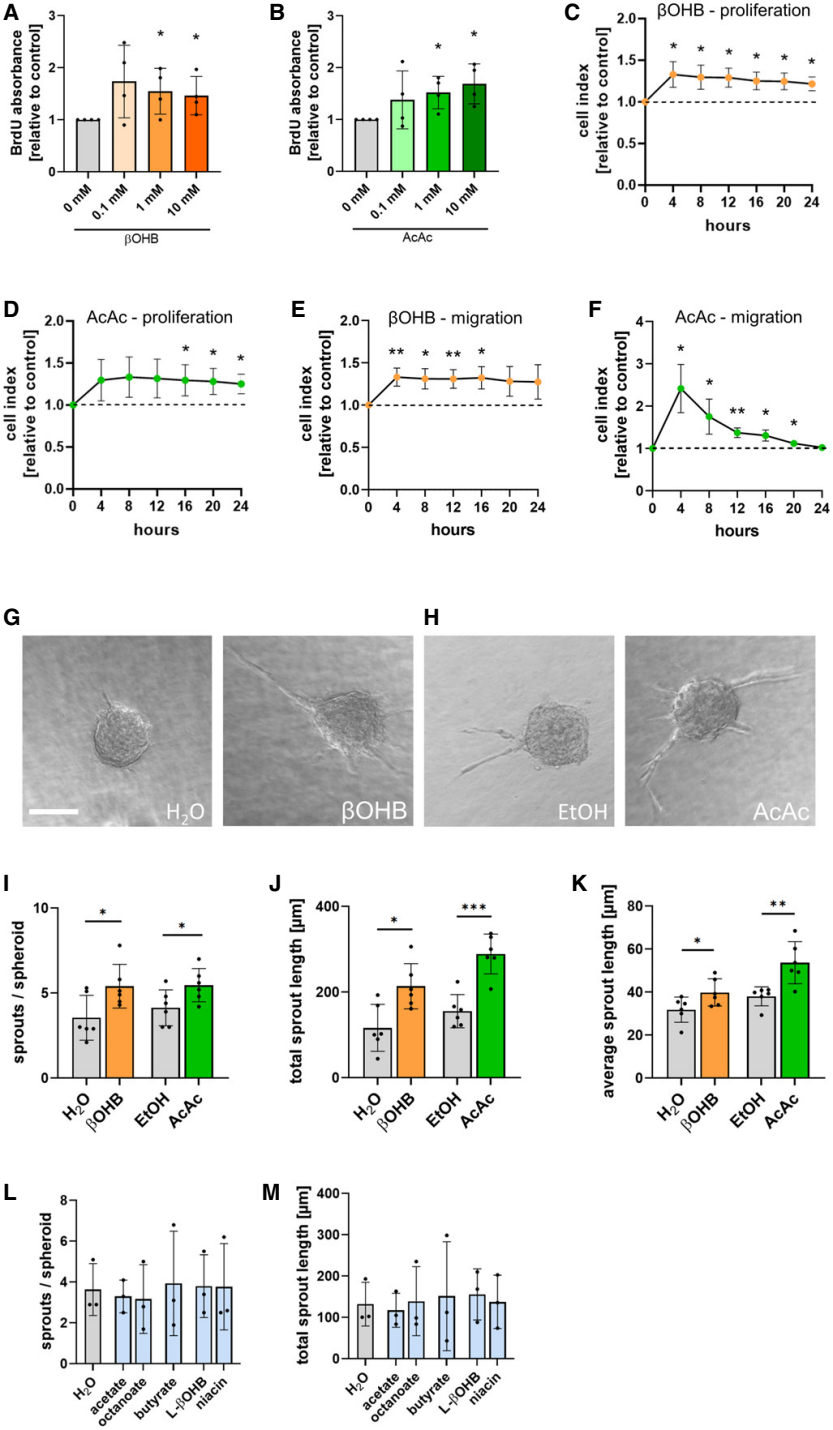
Ketone body treatment promotes endothelial cell proliferation, migration, and sprouting capacity A, BMurine cardiac endothelial cells (MCEC) were treated with different concentrations of D‐β‐hydroxybutyrate (βOHB) or acetoacetate (AcAc) for 24 h. Relative BrdU absorbance was quantified compared to control treatment (H_2_O for βOHB and EtOH for AcAc).C, DMCEC were treated with 10 mM D‐β‐hydroxybutyrate (βOHB) or 10 mM acetoacetate (AcAc) for 24 h. Electrical impedance was measured compared to control treatment (dashed line; H_2_O for βOHB and EtOH for AcAc).E, FMCEC were seeded onto Boyden chambers and treated with (E) 10 mM D‐β‐hydroxybutyrate (βOHB) or (F) 10 mM acetoacetate (AcAc) for 24 h. Electrical impedance was measured in the lower chamber compared to control treatment (dashed line; H_2_O for βOHB and EtOH for AcAc).G, HRepresentative images of MCEC spheroids treated with H_2_O, 30 mM R‐β‐hydroxybutyrate (βOHB), ethanol (EtOH) or 30 mM acetoacetate (AcAc) for 72 h; scale bar: 50 µm.I–MAngiogenic capacity of MCEC in response to ketone body treatment was analyzed using a spheroid‐based sprouting assay. Spheroids were treated with media containing 30 mM D‐β‐hydroxybutyrate (βOHB), 30 mM acetoacetate (AcAc), 10 mM acetate, 1 mM octanoate, 1 mM butyrate, 30 mM L‐β‐hydroxybutyrate (L‐ βOHB), 1 mM niacin or the respective controls (final concentration of reagents is diluted to approximately 10%) and analyzed after 48 h. The (I, L) average number of sprouts per spheroid, the (J, M) accumulated total sprout length and (K) average sprout length were quantified. Data are presented as mean ± SD. *n* ≥ 3; *P < 0.05; **P < 0.01; ***P < 0.001 unpaired Student’s *t*‐test.

**Figure EV2:**
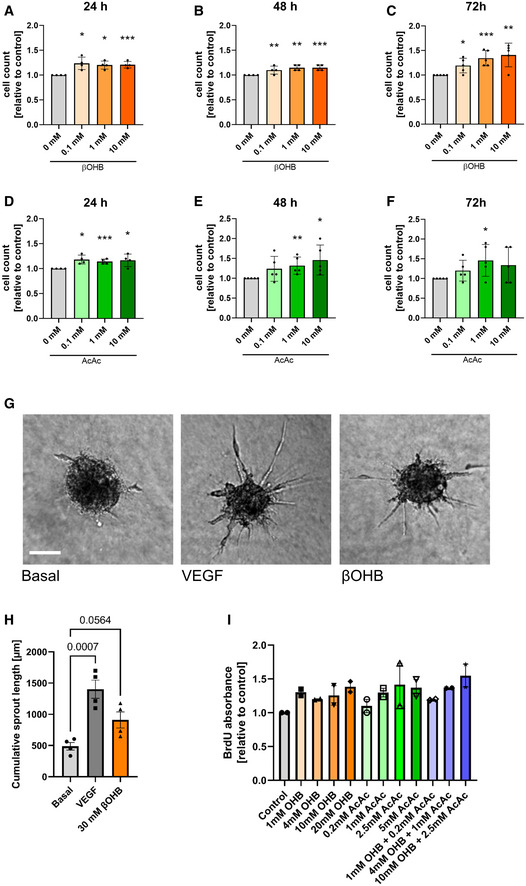
Effects of ketone body supplementation on sprouting potential A–CCell counts of MCECs treated with 0.1, 1 or 10 mM R‐β‐hydroxybutyrate (βOHB) for 24, 48, or 72 h compared to treatment with H_2_O (control).D–FCell counts of MCECs treated with 0.1, 1 or 10 mM acetoacetate (AcAc) for 24, 48, or 72 h compared to treatment with ethanol (control).GRepresentative images of HUVEC spheroids treated with H_2_O (control), recombinant VEGF‐A165, 30 mM R‐β‐hydroxybutyrate (βOHB) for 72 h; scale bar: 50 μm.HQuantification of the accumulated total sprout length per spheroid. *n* = 4.IRelative absorbance of BrdU incorporated into DNA of HUVEC treated with 1, 4 or 10 mM R‐β‐hydroxybutyrate (βOHB), 0.1, 1 or 10 mM acetoacetate (AcAc) or a combination of both for 24 h. Data are presented as mean ± SD. *n* ≥ 2. One‐way ANOVA; *P < 0.05; **P < 0.01; ***P < 0.001.

EC proliferation and migration are prerequisites for angiogenesis, the formation of new blood vessels from pre‐existing ones (Potente *et al*, 2011). In a three‐dimensional spheroid‐based angiogenesis assay in collagen, treatment with D‐β‐hydroxybutyrate or acetoacetate resulted in increased capillary sprout formation (Fig 3G and H), as quantified by the numbers of sprouts and the cumulative and average sprout length (Fig 3I–K). Similar results were also obtained with human umbilical vein ECs (HUVEC), indicating that this effect is not restricted to cardiac‐specific ECs (Fig EV2G–I).

To test whether this effect is specific for D‐β‐hydroxybutyrate and acetoacetate, MCEC spheroids were cultured in the presence of other substrates which can feed into the TCA cycle such as acetate, the short‐chain fatty acid butyrate, or the medium‐chain fatty acid octanoate. However, these did not promote the angiogenic potential (Fig 3L and M). To rule out that the observed pro‐angiogenic effect of ketone bodies on cardiac ECs is based on oxidation‐independent mechanisms, we performed a series of experiments. First, MCEC were treated with ketone body enantiomer L‐β‐hydroxybutyrate, that is not a substrate of BDH1 and can therefore not be oxidized. Notably, only D‐β‐hydroxybutyrate (Fig 3I–K), but not L‐β‐hydroxybutyrate (Fig 3L–M) promoted tube formation capacity of MCEC. Secondly, we addressed the possibility whether D‐β‐hydroxybutyrate would exert its functions by inhibiting class I histone deacetylases (HDAC) as this has been shown by treating mice with high doses (Shimazu *et al*, 2013). In ECs, there are contradictory reports about the efficiency of D‐β‐hydroxybutyrate acting as a HDAC inhibitor (Chriett *et al*, 2019; Li *et al*, 2021). To rule out the possibility that increased angiogenic potential of MCEC would merely be the consequence of HDAC inhibition, MCEC were treated with the well‐established HDAC inhibitor butyrate (Shimazu *et al*, 2013). In contrast to D‐β‐hydroxybutyrate, butyrate treatment had no effect on the tube formation capacity, indicating that the observed effects are unlikely to be mediated through histone acetylation (Fig 3L and M). Lastly, D‐β‐hydroxybutyrate has been shown to act as a ligand for hydroxycarboxylic acid receptor‐2 (HCA2, also known as niacin receptor‐1 (NICAR1) or GPR109A) (Graff *et al*, 2016). We aimed at ruling out that the proangiogenic effect of D‐β‐hydroxybutyrate would be mediated through stimulation of HCA2. Therefore, MCEC were treated with niacin, an alternative ligand for HCA2. There were no differences in the angiogenic potential of MCEC in response to niacin when compared to control treatment, ruling out that niacin receptor signaling plays a substantial role in the observed phenotype (Fig 3L and M).

### SCOT is necessary for the pro‐angiogenic effects of ketone bodies

The data presented so far indicate that oxidation of ketone bodies is subsequently promoting cell proliferation and tube formation in ECs. To further prove this, we generated SCOT‐deficient MCEC lines using CRISPR/Cas9 technology. This resulted in a complete loss of SCOT protein expression in MCEC (Fig 4A), which did not interfere with cell viability. However, SCOT‐deficient MCEC did not show an increased angiogenic potential in response to ketone body treatment in a spheroid‐based sprouting assay compared to control cells transfected with a non‐targeting plasmid construct (Fig 4B and C). In summary, the data reported thus far indicate that the oxidation of β‐hydroxybutyrate and acetoacetate is both mandatory and responsible for the increased proliferation and migration rates as well as the higher sprouting ability of ECs in response to elevated ketone body concentrations in the supernatant.

**Figure 4:**
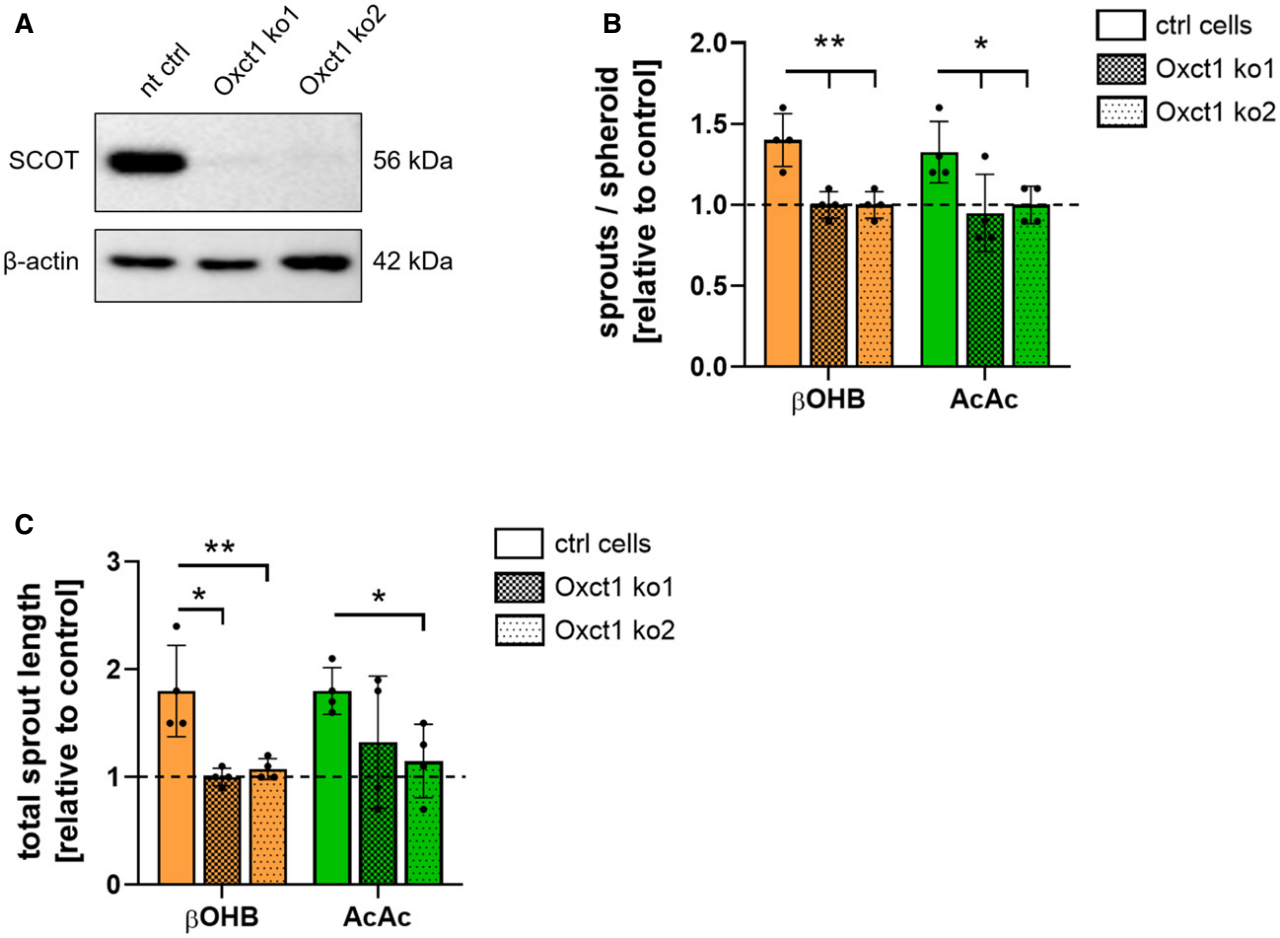
Ketone body treatment does not increase sprouting capacity in SCOT‐deficient cardiac endothelial cells ASCOT‐deficient murine cardiac endothelial cells were generated using the CRISPR/Cas9 technology by targeting the SCOT‐encoding gene *Oxct1*. A non‐targeting control construct was used to generate the non‐targeting control cells (nt ctrl). Immunoblot of SCOT and β‐actin in non‐targeting control cells (nt ctrl) and Oxct1 knockout cells (Oxct1 ko).B, CAngiogenic capacity of Oxct1 knockout cells in response to ketone body treatment was analyzed using a spheroid‐based sprouting assay. Spheroids were treated with media containing 30 mM D‐β‐hydroxybutyrate (βOHB), 30 mM acetoacetate (AcAc) or the respective controls (final concentration of reagents is diluted to approximately 10%) for 48 h. The average number of sprouts per spheroid and the accumulated sprout length was quantified. Data are presented as mean ± SD. *n* = 4; *P < 0.05; **P < 0.01; unpaired Student’s *t*‐test. Source data are available online for this figure.

### Ketogenic diet alters gene expression of cardiac ECs in mice

We next investigated the effects of elevated serum ketone body concentrations on cardiac ECs in C57Bl/6J mice. As expected, administration of a high‐fat, very low‐carbohydrate ketogenic diet increased the ketone body concentration in blood (Fig 5A). 

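Messenger RNA levels were measured in CD31+ cells from the hearts of 10 male mice, 5 fed a control diet and 5 fed a ketogenic diet for 14 days, with one library per mouse. The control diet supplied 11.6% of its energy as fat and 77.9% as carbohydrate, and the ketogenic diet 89.5% as fat and 0.1% as carbohydrate. The SMART-Seq kit used for the libraries amplifies full-length cDNA from small amounts of RNA and does not record the strand. The authors deposited the number of reads counted on each of 46983 genes in every mouse, without normalization. They also deposited RPKM values, which are the same counts scaled to gene length and to the reads counted in the mouse. The paper's text does not name the aligner or the counting program. Between 10885154 and 12206734 reads per mouse were counted on genes on the control diet (median 11285659), and between 11108020 and 12710861 on the ketogenic diet (median 11837379). These totals did not differ detectably between the diets (two-sided exact permutation test, p = 0.230). No gene had more than 14973 reads in any mouse, and mitochondrial genes held between 0.133% and 0.154% of the counts. Counts were normalized by edgeR's TMM method, and 15949 genes with enough reads for edgeR's filterByExpr were tested with its quasi-likelihood F-test. P-values were adjusted over these genes by the Benjamini-Hochberg method. Normalized counts are given as mean ± SD over the 5 mice of a diet. For a list of genes, each mouse's score was the mean of the genes' z-scores of log2 CPM, the counts scaled to library size. Scores and single genes were compared between the diets by a two-sided exact permutation test over every way of grouping the mice 5 and 5, which gives no p-value below 0.00794. With a covariate, mice were regrouped while the covariate stayed in place. The statistic was then the diet's coefficient divided by its standard error. Such a p-value is not exact where the covariate differs between the diets. Gene positions are those of GENCODE release M21 on the GRCm38 genome.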

To gain insight into the changes in gene expression caused by elevation of serum ketone body concentrations, cardiac CD31^+^ ECs were isolated (Fig EV3A and B) from mice that were fed a ketogenic diet or control diet and subjected to RNA‐sequencing. This revealed that feeding a ketogenic diet for 2 weeks changed the expression of around 150 genes in cardiac ECs when compared to cells of littermates kept on a control diet (*P*‐value ≤ 0.01, log2 fold change ≤ −0.5 or ≥ 0.5) (Fig 5B–D, Dataset EV1). 

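Of the tested genes, 213 were genes with adjusted p under 0.05, 129 of them higher and 84 lower on the ketogenic diet. There were 29 genes with adjusted p at most 0.01 and absolute log2 fold change at least 0.5, 24 higher and 5 lower. There were 418 genes with unadjusted p at most 0.01 and absolute log2 fold change at least 0.5, 174 higher and 244 lower. The alternative that changed the first count by the largest ratio was a fit with each mouse's cardiomyocyte marker score as a covariate, which gave 11 genes, 7 of them among the 213. The largest count came from DESeq2 without fold change shrinkage. Of the paper's 147 genes in Dataset EV1 within its own limits, 146 were tested, all changed in the direction the paper lists, and 92 had an adjusted p-value under 0.05. Among genes with an adjusted p-value of at most 0.01 whose counts did not overlap between the diets, the highest log2 fold change was that of Mgl2 (ENSMUSG00000040950.13, chromosome 11 from 70130329 to 70137550), at 2.89 (standard error 0.373, adjusted p = 0.00378 from edgeR). Its normalized count was 49.4 ± 15.9 on the ketogenic diet and 6.56 ± 3.93 on the control diet. The rises also included those of Ldoc1 on chromosome X, at 1.58, and Hrh2 on chromosome 13, at 1.49. Hrh2 overlaps the gene Gm16578 on the other strand. The falls were ranked among genes within the same limits on adjusted p-value and overlap of counts. The largest were those of the antisense transcript Gm16045 (−1.31), Scd1 (−0.74), Abat (−0.68), Igfbp3 (−0.63) and Zmynd15 (−0.52). Zmynd15 overlaps Cxcl16 on the other strand. Scd1 (ENSMUSG00000037071.2, chromosome 19 from 44394455 to 44407879), which encodes a fatty acid desaturase, had a normalized count of 653 ± 62.4 on the ketogenic diet and 1092 ± 94.1 on the control diet (adjusted p = 0.0013 from edgeR). With the cardiomyocyte score as a covariate, these 8 genes kept their direction, and none had an adjusted p-value under 0.05, while 8 had an unadjusted one under 0.05. The genes with the smallest P in Dataset EV1 also included Btnl9 (log2 fold change 0.47), Acot7 (0.74), Tmem182 (0.91), Plin2 (0.33), Lrrc39 (1.16) and Lrrc2 (0.97). All 6 rose and had an adjusted p-value of at most 0.0013. In the alternatives that kept every mouse, all 6 still rose, and the adjusted p-value of Btnl9 was at most 0.0139. The highest adjusted p-value was above 0.05 for Acot7 (0.0631), Tmem182 (0.0884), Plin2 (0.0717), Lrrc39 (0.0717) and Lrrc2 (0.110). A contribution of RNA from cardiomyocytes to these rises was not excluded.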

Ketogenic diet led to no changes in BDH1 expression. However, expression of Oxct1 (SCOT) was significantly lower at 3 and 7 days after starting the diet, but no longer at 14 days (Fig EV3C). 

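Bdh1 (ENSMUSG00000046598.14) lies on chromosome 16 from 31422280 to 31458901 and overlaps the antisense gene Gm15743. Between 2 and 24 reads per mouse were counted on it. Its normalized count was 8.66 ± 7.04 (SD, n = 5 mice) on the ketogenic diet and 13.7 ± 6.14 (SD, n = 5) on the control diet, a log2 fold change of −0.67 (standard error 0.538, adjusted p = 0.545 from edgeR). The exact permutation test gave p = 0.222. With the cardiomyocyte score as a covariate, the direction changed, with a log2 fold change of 0.46. At this number of reads, a difference between the diets smaller than the spread between mice was not detectable. Bdh2, a related gene shown in Fig 5D, had between 0 and 5 reads per mouse and was not tested.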

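At 14 days, Oxct1 (ENSMUSG00000022186.14, chromosome 15 from 4026383 to 4155344) had a normalized count of 1097 ± 128 (SD, n = 5 mice) on the ketogenic diet and 1203 ± 101 (SD, n = 5) on the control diet. The log2 fold change was −0.13 (standard error 0.0855, adjusted p = 0.440 from edgeR). Grouping the mice in all possible ways gave an exact permutation p of 0.206. With each mouse left out in turn, the log2 fold change lay between −0.18 and −0.06. With the cardiomyocyte score as a covariate, it was 9.64e-04, above 0. Mouse 4 of the ketogenic diet had the lowest normalized count, 875, and the gene overlaps BC037032 on the other strand. The earlier time points were not analysed here.

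**Figure D1:**
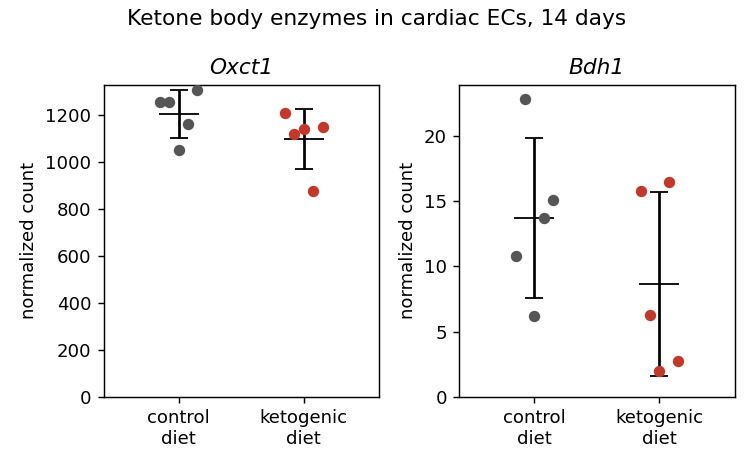
Normalized counts of Oxct1 and Bdh1 (vertical axes) in each of the 5 mice per diet (points, grey for the control diet and red for the ketogenic diet), with mean (wide bar) and SD (error bar). The counts of Oxct1 lie between 1048 and 1304 on the control diet and between 875 and 1205 on the ketogenic diet, and those of both genes overlap between the diets.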

We performed a gene set enrichment analysis (GSEA) using the annotated hallmark gene sets from the molecular signature database (MSigDB) and observed a significant enrichment of genes involved in fatty acid metabolism (Fig 5E and F). 

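The hallmark collection was not analysed here, and the KEGG fatty acid degradation genes shown in Fig 5C were tested instead. Of these 36 genes, 35 had enough reads, and 26 were higher and 9 lower on the ketogenic diet, with a median log2 fold change of 0.06. The enrichment of fatty acid degradation genes was tested with fgsea on genes ranked by log2 fold change, which gave a normalized enrichment score of 1.24 (gene permutation p = 0.145). Adjusted over all gene lists tested, its p-value was 0.180. The alternative that moved this score furthest was the fit with the cardiomyocyte score as a covariate, which turned it to −0.93. Ranking the genes by the signed square root of the F statistic gave 2.30 (adjusted p = 3.01e-06). Across mice, the score of the list was 0.323 ± 0.231 (SD, n = 5) on the ketogenic diet and −0.323 ± 0.187 (SD, n = 5) on the control diet. All 5 mice fed the ketogenic diet scored above every control mouse (exact permutation test, p = 0.00794, adjusted p = 0.0397 over the 5 lists). The difference of 0.647 fell to 0.280 with the cardiomyocyte score as a covariate (permutation test with the covariate, p = 0.0635). Over all genes, 2 of the list had an adjusted p-value under 0.05. They were Acadl (ENSMUSG00000026003.5), with a log2 fold change of 0.52 (standard error 0.107, adjusted p = 0.0393), and Aldh9a1 (ENSMUSG00000026687.14), with 0.48 (standard error 0.0513, adjusted p = 0.0013), both on chromosome 1. When adjusted over the list alone, 9 genes had a p-value under 0.05, and 9 of the 9 were higher on the ketogenic diet.

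**Figure D2:**
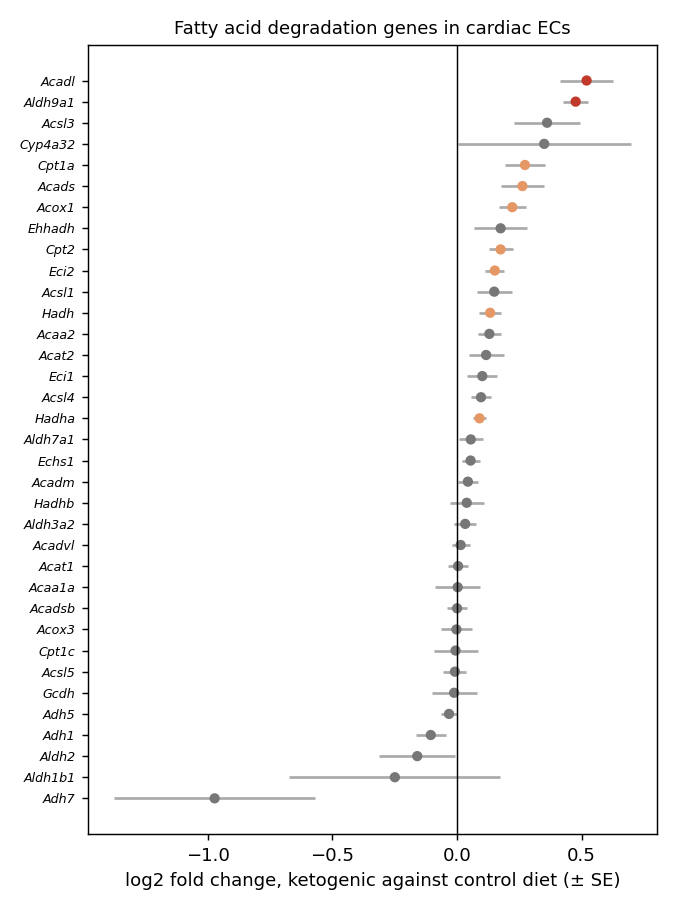
Log2 fold change between the ketogenic and the control diet (horizontal axis) with its standard error (bars) for the 35 tested fatty acid degradation genes (vertical axis), from 5 mice per diet. The 2 genes with an adjusted p-value under 0.05 over all genes are red, those under 0.05 only when adjusted over the list are orange, and the values run from −0.97 to 0.52.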

The mitochondrial pyruvate dehydrogenase lipoamide kinase isozyme 4 (Pdk4) was significantly upregulated in cardiac ECs (Figs 5D and EV3D). 

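Pdk4 (ENSMUSG00000019577.6) lies on chromosome 6 from 5483351 to 5496309, and between 447 and 2088 reads per mouse were counted on it. Its normalized count was 1618.5 ± 184 (SD, n = 5 mice) on the ketogenic diet and 597.1 ± 80.9 (SD, n = 5) on the control diet. The log2 fold change was 1.44 (standard error 0.100, adjusted p = 1.03e-04 from edgeR), and no tested gene had a smaller p-value. The lowest count on the ketogenic diet, 1440, was above the highest on the control diet, 693. The exact permutation test gave its smallest possible p-value for this gene. The highest log2 fold change of a cardiomyocyte marker gene was 1.03.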

Pdk4 inhibits the pyruvate dehydrogenase complex, thereby regulating the entry of glycolysis‐derived acetyl‐CoA into the TCA cycle and is also known to be upregulated in whole heart tissue lysates in response to ketogenic diet (Wentz *et al*, 2010). The upregulation of Pdk4 and Hmgcs2 expression in cardiac ECs during ketogenic diet (Fig 5D) was confirmed in a second cohort of mice (Fig EV3D).

**Figure 5:**
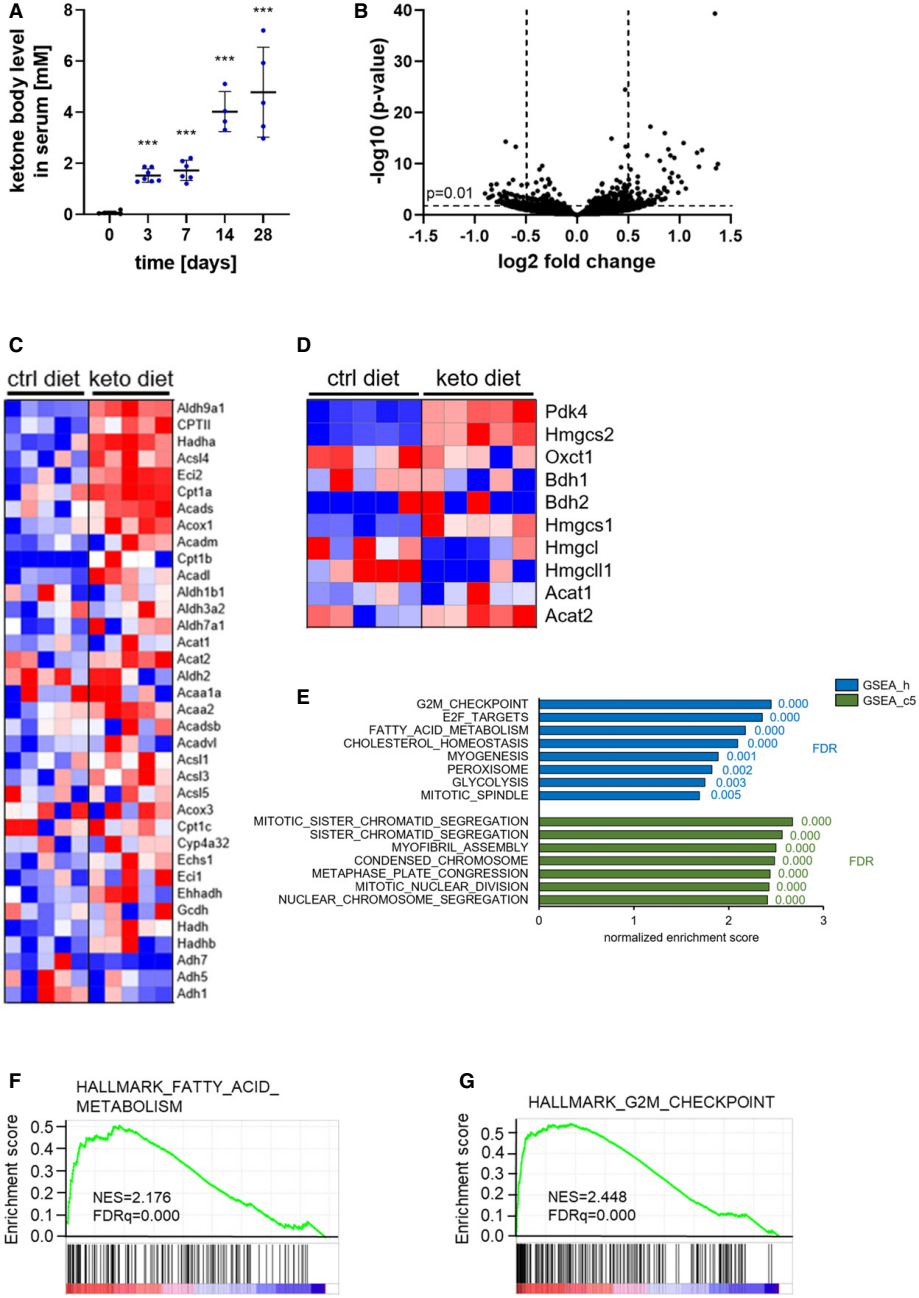
Ketogenic diet alters gene expression in cardiac endothelial cells towards a more proliferative signature AKetone body concentrations were measured in serum of adult C57Bl/6J mice that were fed a ketogenic diet for the indicated time periods.BRNA sequencing was performed on isolated cardiac endothelial cells of male C57Bl/6J mice that were fed a ketogenic diet or control diet for 2 weeks. Volcano plot showing differentially expressed genes as genes with a log2 fold change ≤ −0.5 or ≥ 0.5 (vertical dashed lines) and *P* ≤ 0.01 (horizontal dashed line).C, DHeatmaps showing expression levels of genes involved in KEGG pathways (C) fatty acid degradation and (D) ketone body metabolism in cardiac endothelial cells isolated from male C57Bl/6J mice that were fed a ketogenic diet or control diet for 2 weeks.EGene set enrichment analysis of hallmark (GSEA gene set h, blue) and gene ontology (GO)‐derived (GSEA gene set c5, green) gene sets enriched in cardiac endothelial cells of C57Bl/6J mice kept on a ketogenic diet compared to littermate animals kept on control diet.F, GEnrichment plots of the hallmark gene sets fatty acid metabolism and G2M checkpoint comparing expression pattern of cardiac endothelial cells isolated from C57Bl/6J mice kept on a ketogenic diet compared to littermate animals kept on control diet. Data are presented as mean ± SD. *n* ≥ 4; ***P < 0.001; unpaired Student’s *t*‐test.

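Of the 10 genes of Fig 5D, 9 had enough reads, and 5 were higher and 4 lower on the ketogenic diet, with Acat1 (log2 fold change 0.0043) below 0 under upper quartile normalization, which also lowered the median of all genes. Hmgcs1 (ENSMUSG00000093930.1, chromosome 13 from 119690379 to 119708260), which overlaps the antisense gene Gm48342, rose by 0.43 on the log2 scale (standard error 0.0645, adjusted p = 0.00957 from edgeR). Hmgcll1 (ENSMUSG00000007908.14), which had at most 39 reads in a mouse and overlaps the antisense gene Gm26903, had a log2 fold change of −1.43 (standard error 0.341, adjusted p = 0.0633). For Acat2, it was 0.12. The list had a normalized enrichment score of 1.30 (p = 0.180) and a score difference between the diets of 0.206 across mice (exact permutation test, p = 0.119). Restricting the test to genes with at least 10 counts in every mouse, which removes Bdh1 and Hmgcll1, the genes with the largest falls in the list, gave a value of 1.86 for enrichment of ketone body metabolism genes (adjusted p = 8.04e-04).

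**Figure D3:**
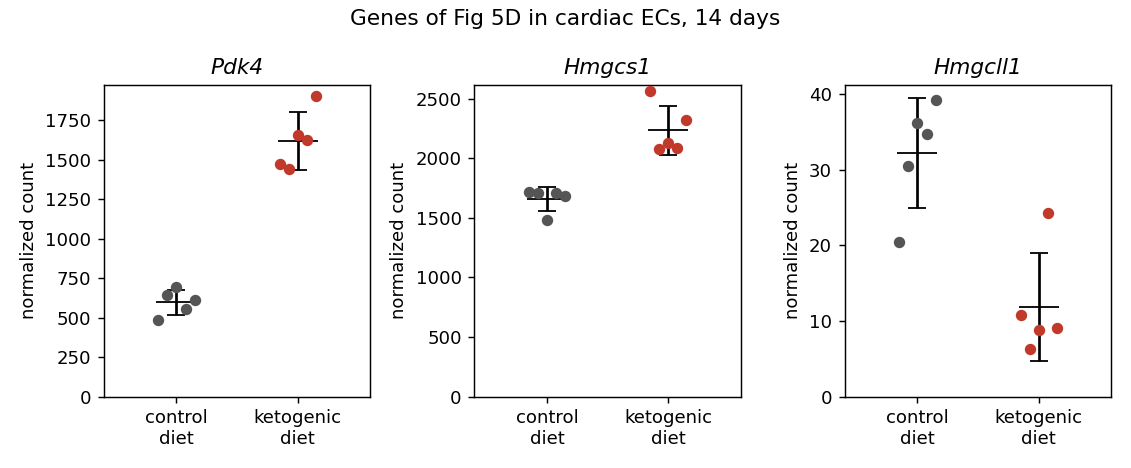
Normalized counts (vertical axes) of Pdk4, Hmgcs1 and Hmgcll1 in each of the 5 mice per diet (points, grey for the control diet and red for the ketogenic diet), with mean (wide bar) and SD (error bar). For Hmgcs1, the mice on the ketogenic diet lie between 2074 and 2561 and those on the control diet between 1483 and 1716, while the counts of Hmgcll1 overlap between the diets.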

**Figure EV3:**
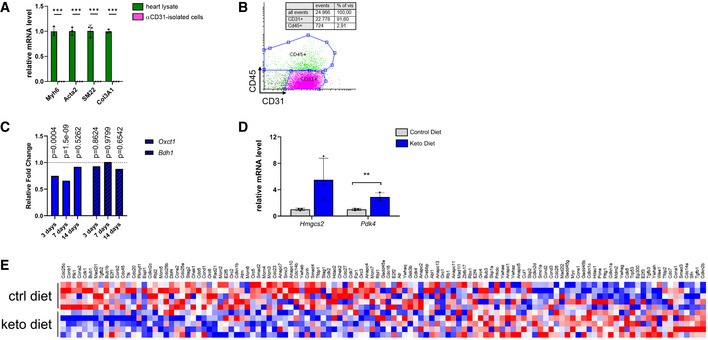
Cardiac endothelial cells isolated from mice fed a ketogenic diet Relative mRNA levels of cardiomyocyte, fibroblast, and smooth muscle cell marker genes in anti‐CD31‐isolated cells compared to levels in total heart lysates of C57Bl/6J mice.Flow cytometry analysis of anti‐CD31‐isolated cells from hearts of C57Bl/6J mice using the endothelial cell marker CD31 and the immune cell marker CD45.Relative fold changes of *Oxct1* (Scot) and *Bdh1* expression levels in mice fed a ketogenic diet relative to a control diet were obtained from RNAseq analyses.Relative mRNA levels of cardiac ECs isolated from mice fed a ketogenic or control diet confirming increased levels of pro‐proliferative genes *Hmgcs2* and *Pdk4*.Heat‐map showing expression levels of genes involved in regulation of cell cycle (KEGG). Data are presented as mean ± SD. *n* ≥ 3. Two‐tailed unpaired Student’s *t*‐test; **P < 0.01; ***P < 0.001.

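The hallmark and gene ontology sets were not analysed here. The 119 cell cycle genes of Fig EV3E were tested, with lists of 43 S phase and 54 G2/M phase genes from the Seurat package, whose human symbols were written in mouse style. In the preranked test, the normalized enrichment score on the ketogenic diet was 1.58 for the cell cycle genes (adjusted p = 0.00326), 1.86 for the S phase genes (adjusted p = 0.00108) and 2.82 for the G2/M phase genes (adjusted p = 1.03e-16). Without the filter on low counts, the first of these scores was 1.04 (adjusted p = 0.590) and that of the S phase genes 1.34 (adjusted p = 0.166). With DESeq2 without fold change shrinkage, the score of the cell cycle genes was 1.16 (adjusted p = 0.284). Across mice, the G2/M phase score was 0.409 ± 0.373 (SD, n = 5) on the ketogenic diet and −0.409 ± 0.617 (SD, n = 5) on the control diet (exact permutation test, p = 0.0238). The score of S phase genes was 0.251 ± 0.294 and −0.251 ± 0.342 (exact permutation test, p = 0.0317). For the cell cycle genes of Fig EV3E, it was 0.0823 ± 0.0986 and −0.0823 ± 0.0888 (exact permutation test, p = 0.0397). Adjusted over the 5 lists tested, each of these permutation tests gave p = 0.0496. In the G2/M phase list, 3 of the 5 mice on the ketogenic diet scored above every control mouse. With upper quartile normalization, the score differences of the cell cycle genes (0.0765, permutation p = 0.476) and the S phase genes (0.445, permutation p = 0.0556) were no longer past 0.05. With the cardiomyocyte score as a covariate, all 3 differences were larger, at 0.270 for the cell cycle genes (permutation p = 0.0238), 0.599 for the S phase genes (permutation p = 0.119) and 1.31 for the G2/M phase genes (permutation p = 0.0397). Marker scores of other cells and of endothelial cells were also used as a covariate. With the lymphocyte score, permutation p was 0.0635 for the cell cycle and G2/M phase genes and 0.0873 for the S phase genes. For the cell cycle, S phase and G2/M phase genes, it was 0.0714, 0.0794 and 0.0238 with the fibroblast score. In the same order, it was 0.0397, 0.0952 and 0.0476 with the endothelial score and 0.0317, 0.0159 and 0.0159 with the macrophage score. Across the mice, the endothelial score fell at every step as the total count rose. It went from 0.815 in mouse 1 of the control diet (10885154 reads) to −1.45 in mouse 5 of the ketogenic diet (12710861 reads). A fit with the endothelial score therefore cannot separate endothelial RNA from depth. All 3 differences were larger with the lymphocyte or macrophage score than without a covariate. Those of the S phase genes were smaller with the fibroblast and endothelial scores, as were that of the cell cycle genes with the former and that of the G2/M phase genes with the latter.

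**Figure D4:**
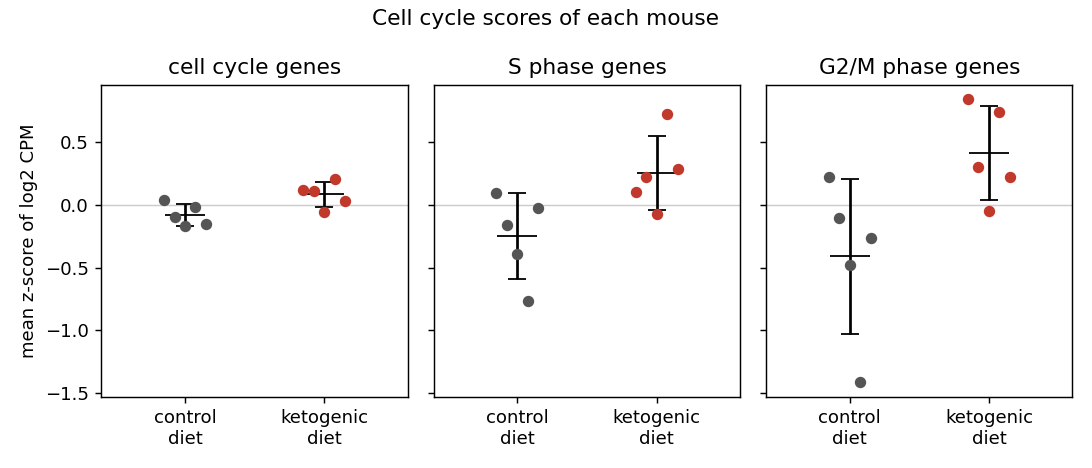
Score of the cell cycle, S phase and G2/M phase genes (mean z-score of log2 CPM, vertical axis) in each of the 5 mice per diet (points, grey for the control diet and red for the ketogenic diet), with mean (wide bar) and SD (error bar). The means lie at 0.409 on the ketogenic diet and −0.409 on the control diet for the G2/M phase genes, and the points of the diets overlap in all 3 lists.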

Further GSEA showed an enrichment of genes involved in processes related to cell cycle progression and cell proliferation such as gap 2‐mitosis (G2/M) checkpoint and E2F targets (hallmark gene sets) as well as sister chromatid segregation (gene ontology‐derived, C5 gene sets) (Figs 5E and G, and EV3E). These findings indicate that elevated concentrations of ketone bodies not only induce cardiac EC proliferation *in vitro*, but might also do so in an *in vivo* setting.

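Mki67 (ENSMUSG00000031004.7, chromosome 7 from 135689784 to 135716361) encodes the Ki-67 protein. Its normalized count was 349 ± 120 (SD, n = 5 mice) on the ketogenic diet and 184 ± 61.2 (SD, n = 5) on the control diet. The log2 fold change was 0.92 (standard error 0.283, unadjusted p = 0.00682, adjusted p = 0.125 from edgeR). The exact permutation test on this gene alone gave p = 0.0317. From the enrichment of cell cycle gene sets in these cells, the paper proposes that elevated ketone body concentrations might induce the proliferation of cardiac ECs in vivo.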

### Cardiac EC proliferation in mice is transiently increased by ketogenic diet

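Among 676 Reactome pathways with 15 to 500 tested genes, 38 were enriched at an adjusted p-value under 0.05 in the preranked test on the log2 fold changes, 28 with higher and 10 with lower expression on the ketogenic diet. The pathways named here were chosen after their values were seen. Resolution of Sister Chromatid Cohesion, with 89 tested genes, had a normalized enrichment score of 2.46 (adjusted p = 1.03e-09), and Separation of Sister Chromatids, with 148, one of 2.26 (adjusted p = 2.52e-09). Cholesterol biosynthesis, with 22, had a score of 2.30 (adjusted p = 3.35e-05). Striated Muscle Contraction, with 24, had a score of 2.10 (adjusted p = 0.00249). Without the filter on low counts, 11 pathways were enriched.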

Gene profiling revealed that administration of ketogenic diet alters the transcriptional landscape of cardiac ECs in a way to promote cell division. To test this hypothesis, we determined the amount of Ki‐67‐positive cardiac ECs in mice fed with control or ketogenic diet for 2 weeks. ECs were stained against erythroblast transformation‐specific‐related gene (ERG), a highly specific EC marker localized in the cell nucleus (Nikolova‐Krstevski *et al*, 2009). This allowed co‐detection of nuclear Ki‐67, a classical proliferation marker. The analysis revealed that there was a significant increase in the abundance of Ki‐67 positive ECs in hearts of mice kept on a ketogenic diet for 2 weeks when compared to animals fed with a control diet (Fig 6A). Incorporation of 5‐ethynyl‐2ʹ‐deoxyuridine (EdU) into newly synthesized DNA is an alternative method to detect proliferating cells. EdU was administered orally starting from the day of switching the diet until the end of the study. This assay showed higher numbers of EdU‐positive cardiac ECs in mice fed a ketogenic diet when compared to animals that had received a control diet (Fig 6B). No differences in the abundance of apoptotic cells were determined by detection of cleaved caspase 3‐positive (Fig EV4A).

**Figure 6:**
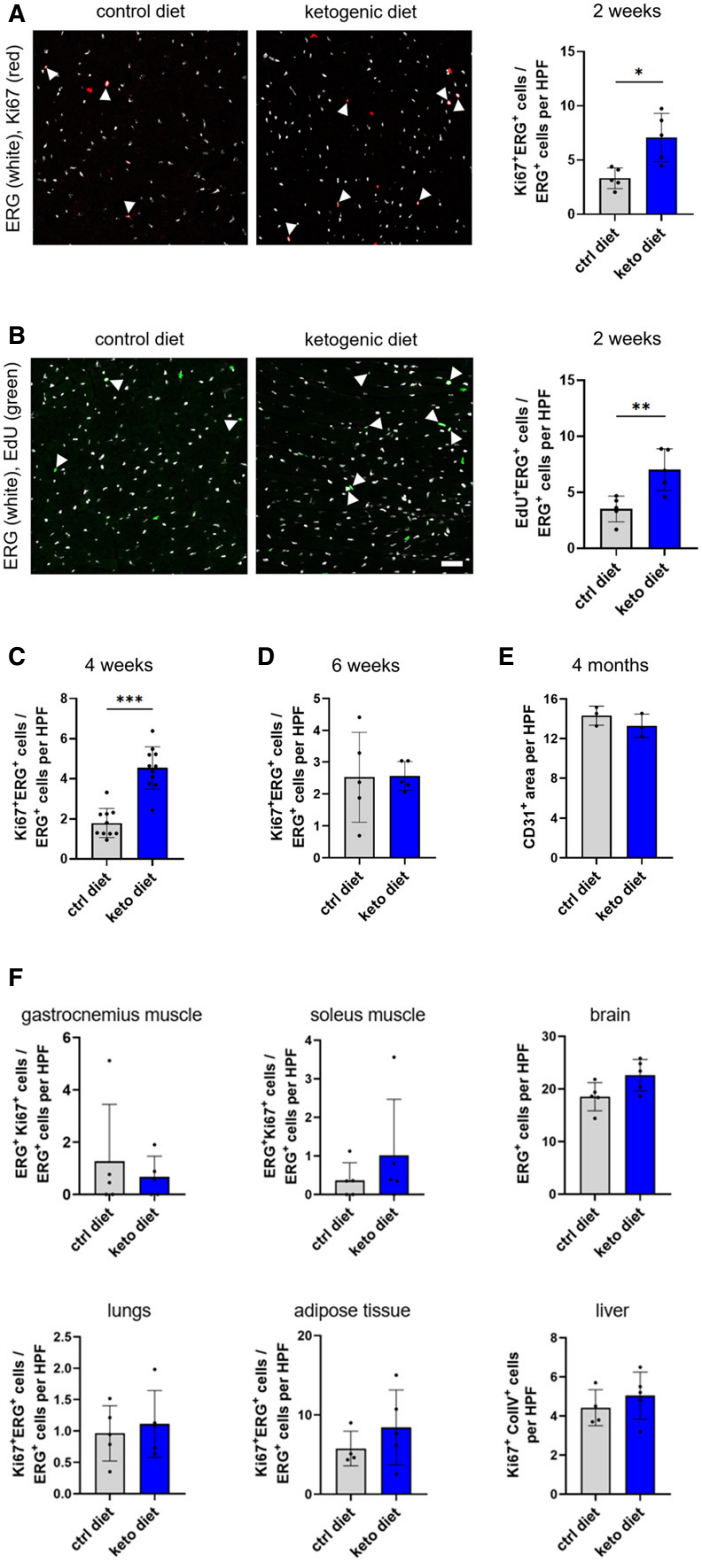
Ketogenic diet induces proliferation of cardiac endothelial cells in mice A, BRepresentative images of heart sections of animals kept on a ketogenic diet or control diet for 2 weeks stained against ERG and Ki67 or EdU. Double‐positive cells are indicated by arrowheads. Quantification is of double‐positive cells in heart sections per high power field (HPF).C, DQuantification of Ki67^+^/ERG^+^ cells in heart sections of mice kept on a ketogenic diet or control diet for 4 or 6 weeks.EQuantification of CD31^+^ area in heart sections of mice kept on a ketogenic diet or control diet for 4 months.FQuantification of Ki67^+^ endothelial cells in several organs of mice kept on a ketogenic diet or control diet for 4 weeks (gastrocnemius and soleus muscle) or 2 weeks (brain, lungs, subcutaneous adipose tissue, liver). Scale bar: 50 μm. Data are presented as mean ± SD. *n* ≥ 3; *P < 0.05; **P < 0.01; ***P < 0.001 unpaired Student’s *t*‐test.

**Figure EV4:**
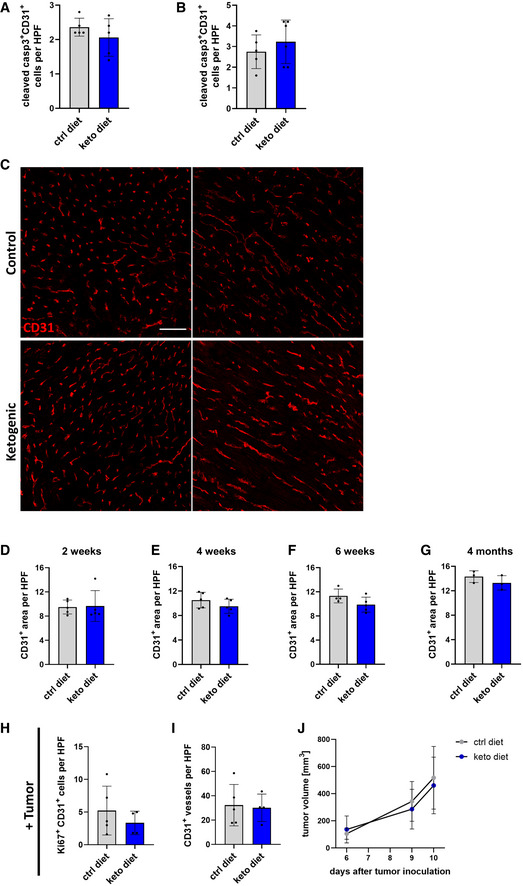
Endothelial cell apoptosis in hearts of mice receiving a ketogenic diet A, BQuantification of cleaved caspase 3^+^/CD31^+^ double‐positive cells per high power field (HPF) in heart sections of C57Bl/6J mice kept on a control diet or a ketogenic for (A) 2 weeks or (B) 4 weeks.CRepresentative images of heart sections of animals kept on the control or ketogenic diet for 4 weeks stained against CD31.D–GQuantification of CD31‐positive area per high power field (HPF) in heart sections of mice kept on control diet (ctrl diet) or ketogenic diet (keto diet) for 2 weeks / 4 weeks / 6 weeks / 4 months. Scale bar: 50 µm.HQuantification of Ki67^+^/CD31^+^ double‐positive cells per high power field (HPF) in B16F10 tumor sections of C57Bl/6J mice kept on a control diet or a ketogenic 10 days after tumor inoculation.IQuantification of CD31^+^ vessels per high power field (HPF) in B16F10 tumor sections of C57Bl/6J mice kept on a control diet or a ketogenic 10 days after tumor inoculation.JTumor volume of C57Bl/6J mice kept on a control diet or ketogenic diet. Data are presented as mean ± SD. *n* ≥ 3; statistical significance determined using unpaired Student’s *t*‐test.

Next, we tested whether ketogenic diet would increase the number of proliferating cardiac ECs when given over a longer period. First, the number of Ki‐67‐positive ECs was determined after 4 weeks of feeding the respective diets. Again, there was a pronounced increase in Ki‐67‐positive ECs but no increase in apoptotic ECs in mice receiving a ketogenic diet (Figs 6C and EV4B). However, in mice that received ketogenic diet for 6 weeks, we could not detect in the number of proliferating ECs between the two groups anymore (Fig 6D). This indicates that ketogenic diet leads to a transient increase in cardiac EC proliferation. Consistently, we could not detect differences in the cardiac vessel density of animals kept on a ketogenic diet when compared to littermate animals kept on a control diet at different time points for up to 4 months (Figs 6E and EV4C–G). In addition, the ratio of EC to non‐EC cardiac cells was not changed. As such, ketone bodies induce a transient increase in the basal proliferation rate of cardiac ECs which does not result in an expanded blood vessel network.

### Ketogenic diet does not promote EC proliferation in other organs

We wondered whether the observed transient effect of ketogenic diet on EC proliferation in the heart would also occur in other vascular beds. Therefore, the ratio of Ki‐67‐positive versus negative ECs was determined. This revealed, that 2 weeks of ketogenic diet increased EC proliferation only in the heart (Fig 6A and B) but not in skeletal muscle (gastrocnemius and soleus), brain, liver, lung, or white adipose tissue (Fig 6F).

EC turnover is low in the quiescent vasculature of organs in the adult vasculature. However, in tumors, there is a reactivation of the embryo‐fetal angiogenic program leading to high EC proliferation rates (Rafii *et al*, 2016; Augustin & Koh, 2017). To investigate whether ketone bodies would affect angiogenesis, B16 melanoma cells were implanted into the skin of C57Bl/6J mice, a model leading to rapid formation of new blood vessels. There were no effects on tumor EC proliferation or vessel density in mice fed a ketogenic diet. In addition, tumor growth rates were not different between both diet groups (Fig EV4H–J).

### Proliferation of cardiac ECs is increased after pressure overload‐induced cardiac hypertrophy in mice kept on a ketogenic diet

The data suggest that ketogenic diet transiently increases the proliferation capacity of ECs specifically in the heart. Therefore, we wondered whether this might be beneficial in the diseased heart. Hemodynamic overload in response to, for example, hypertension, aortic stenosis, or myocardial infarction, can be partly compensated by a hypertrophic response. Pathological cardiac hypertrophy induces maladaptive cardiac remodeling and dysfunction characterized by vascular rarefaction amongst others (Nakamura & Sadoshima, 2018).

We therefore investigated whether feeding a ketogenic diet in a prevention trial would affect vascular remodeling in an acute pressure overload model causing cardiac hypertrophy (Fig EV5A). Transverse aortic constriction (TAC) increased aortic flow rate within the stenosis in both diet groups to a similar degree (Fig EV5B) and led to thickening of the left ventricle 8 weeks after surgery in mice fed a control or ketogenic diet (Fig EV5C). Parameters for contractile cardiac function were unchanged between animals fed a control or ketogenic diet in the TAC‐operated and the sham group (Fig 7A). In the control diet group, there were no differences in the percentage of proliferating cardiac ECs between the sham and TAC‐operated animals (Fig 7B and C), indicating that, as expected, cardiac hypertrophy leads to vascular rarefaction. Indeed, mice on control diet showed lower blood vessel density in the hypertrophic left ventricular wall compared to sham‐operated mice (Figs 7D and EV5D). However, mice fed a ketogenic diet had higher rates of EC proliferation in the hypertrophic left ventricle upon TAC compared to sham mice also receiving ketogenic diet (Fig 7B and C). Consistently, blood vessel density was maintained between TAC and sham animals in the group fed with ketogenic diet whereas blood vessel density declined in the group fed with control diet (Figs 7D and EV5D).

**Figure EV5:**
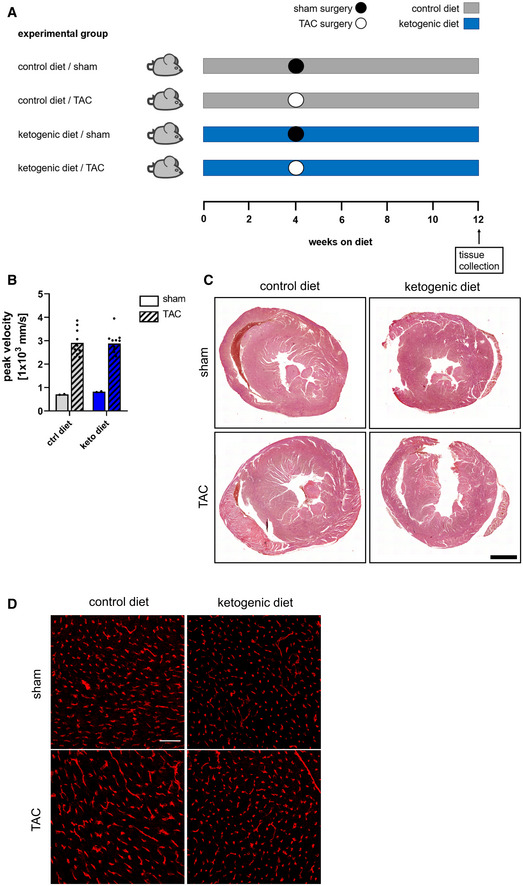
Schematic overview of experimental animal groups for transverse aortic constriction study and aortic flow rates Male and female C57Bl/6J mice were randomly assigned to a diet group at 8 weeks old. After 4 weeks on the respective diet, mice in each group underwent either transverse aortic constriction (TAC) or sham surgery. Mice were afterward kept on the respective diet for eight more weeks.Quantification of aortic blood flow rates within the stenosis of C57Bl/6J mice after TAC or sham surgery. Data are presented as mean *n* ≥ 2.Trichrome staining of heart sections from sham and TAC‐operated animals kept either on a control diet or ketogenic diet 8 weeks after surgery. Scale bar: 1 mm.Representative images of heart vasculature (CD31^+^ vessels) of mice kept on a control or ketogenic diet 8 weeks after TAC surgery. Scale bar: 50 µm. Data are presented as mean ± SD. Two‐tailed unpaired Student’s *t*‐test; **P < 0.01; ***P < 0.001.

**Figure 7:**
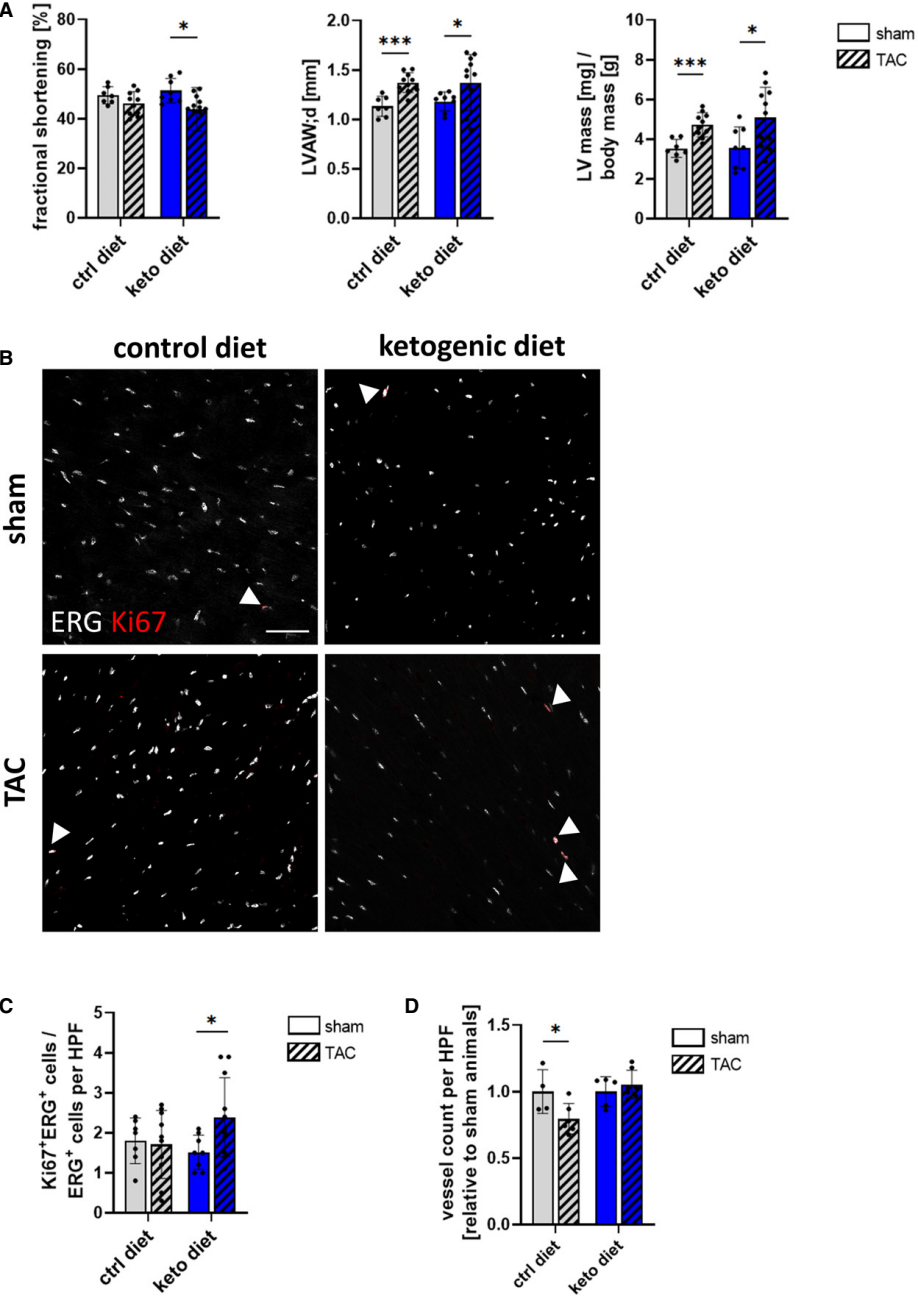
Ketogenic diet prevents vascular rarefaction in mice after transverse aortic constriction Parameters of cardiac function (fractional shortening, left ventricular end‐diastolic anterior wall thickness (LVAW;d), ratio of left ventricular (LV) mass to body mass) 8 weeks after transverse aortic constriction (TAC) in male and female C57Bl/6J mice receiving a control diet or ketogenic diet compared to sham animals kept on the same diet.Representative images of heart sections of mice kept on a control or ketogenic diet 8 weeks after TAC surgery stained against Ki67 and ERG.Quantification of Ki67^+^/ERG^+^ cells per high power field (HPF) in heart sections of mice kept on a control diet or a ketogenic diet 8 weeks after TAC surgery.Quantification of isolectin IB4‐positive vessels per high power field (HPF) in heart sections of mice kept on a control diet or a ketogenic diet 8 weeks after TAC surgery relative to sham animals from the respective diet group. Scale bar: 50 µm. Data are presented as mean ± SD. *n* ≥ 4; *P < 0.05; ***P < 0.001 unpaired Student’s *t*‐test.

Together the data indicate that ketone bodies increase the angiogenic potential of cardiac ECs which might help to maintain a dense blood vessel network in the heart in pathological conditions.

## Discussion

Ketone body metabolism is crucial for survival in situations of carbohydrate restriction. Here we report that vascular ECs, which are involved in the transport of these energy‐rich metabolites to ketone body‐oxidizing organs, oxidize ketone bodies via the TCA cycle. ECs display a great phenotypic plasticity that is tightly linked to their metabolic state (Potente & Carmeliet, 2017). The metabolic state of quiescent endothelial cells is characterized by high levels of anaerobic glycolysis as well as fatty acid oxidation. Activation of quiescent endothelial cells towards a proliferating or migrating phenotype requires metabolic adaptions (Wilhelm *et al*, 2016; Dumas *et al*, 2020). Angiogenic ECs further increase the rate of glycolysis, while fatty acid oxidation levels are decreased (De Bock *et al*, 2013). This highlights the importance of metabolic adaptions in regulating EC behavior that can even override genetic pre‐determination (Potente & Carmeliet, 2017).

Vascular ECs are continuously exposed to varying concentrations of ketone bodies in the blood. This raises the question whether the availability of ketone bodies affects EC behavior. We found that ketone body oxidation in ECs fuels energy as well as biomass production, resulting in increased proliferation, migration, and sprouting potential. This is in line with data from lymphatic ECs, where ketone body oxidation has comparably positive effects on lymphangiogenesis (Garcia‐Caballero *et al*, 2019). Mechanistically, the observed effects are dependent on ketone body oxidation via SCOT. Whether also signaling events through G protein‐coupled receptors such as HCAR2 or FFAR3 (Newman & Verdin, 2017) and epigenetic modification such as histone β‐hydroxybutyrylation or histone acetylation (Ruan & Crawford, 2018) are involved in regulating EC behavior in response to ketone body exposure needs to be evaluated. However, data presented in this study argue against it.

The heart represents a major consumer of ketone bodies (Puchalska & Crawford, 2017). Elevated levels of circulating ketone bodies by administration of a ketogenic diet increased the rates of EC proliferation exclusively in the heart of healthy adult mice. This induction was transient and did not affect cardiac vascular density. However, in a pathological model of cardiac hypertrophy, proliferation rates of cardiac endothelial cells were higher in mice receiving a ketogenic diet when compared to control diet‐fed mice in the long term. Ketone body oxidation rates are known to be increased in the failing murine and human heart (Lommi *et al*, 1996; Aubert *et al*, 2016; Bedi *et al*, 2016). Supplementation of ketone bodies to the failing heart, either by a ketogenic diet or by direct infusion, ameliorates pathological cardiac remodeling in animal models of heart failure (Horton *et al*, 2019). Likewise, elevating circulating ketone body levels by β‐hydroxybutyrate infusion improved cardiac function in a small cohort of heart failure patients (Nielsen *et al*, 2019). We did not observe a significant impairment of contractile function in our TAC model, consistent with compensated hypertrophy in the applied setting. Future studies will have to address whether ketogenic diet or administration of ketone bodies in prevention and intervention trials show beneficial outcome in various animal models of heart disease.

Notably, while cardiac vessel density decreased after TAC surgery in animals receiving a control diet, it was maintained in animals from the ketogenic diet group after TAC surgery. Vascular rarefaction is a characteristic sign of pathological cardiac hypertrophy associated with maladaptive cardiac remodeling and dysfunction (Nakamura & Sadoshima, 2018). It has been reported that the beneficial effects of ketone body supplementation during cardiac hypertrophy are attributable to ketone body oxidation in cardiomyocytes and that administration of ketone bodies enhances the respiratory efficiency of cardiomyocytes in the failing heart (Schugar *et al*, 2014; Uchihashi *et al*, 2017; Horton *et al*, 2019). Data presented within this study provide a rationale for further investigating the role of endothelial ketone body oxidation in the failing heart in maintaining a stable microvessel density, preventing vessel rarefication, and eventually ensuring sufficient transport of oxygen and nutrients to cardiomyocytes in pathological conditions.

## Materials and Methods

### Ethics approval

All animal procedures were performed in accordance with institutional and national regulations and approved by local committees for animal experimentation (RP Karlsruhe, DKFZ, Heidelberg University).

### Animal experiments

All animal procedures were performed in accordance with institutional and national regulations and approved by local committees for animal experimentation (RP Karlsruhe, DKFZ, Heidelberg University). Animals were housed under specific pathogen‐free barrier conditions at 21 ± 2°C with 60% humidity and a 12‐h light /dark rhythm. Wild‐type C57BL/6J mice were purchased from Janvier Labs. Eight‐week‐old mice were randomly assigned to the control diet or the ketogenic diet group and were offered the respective irradiated diet (D12359 with 10.5 kcal% protein, 77.9 kcal% carbohydrate, 11.6 kcal% fat; D17011501 with 10.4 kcal% protein, 0.1 kcal% carbohydrate, 89.5 kcal% fat; both from Research Diets) in addition to standard chow for 2 days. Afterward, mice were kept on either control diet or ketogenic diet only with *ad libitum* access to food and drinking water until the end of the experiment. A mixed cohort including male and female wildtype C57BL/6J mice was used for TAC experiments. Male wild‐type C57BL/6J mice were used for all other mouse experiments.

#### Cardiac EC proliferation

To analyze EC proliferation rates in the heart, EdU (Sigma‐Aldrich) dissolved in the drinking water at a final concentration of 0.2 mg/ml was orally administered to mice for 2 weeks from the day of switching the diet.

#### Tumor experiments

For tumor experiments, 1 × 10^6^ B16F10 melanoma cells in 100 µl PBS were subcutaneously injected into the abdominal flank of mice 2 weeks after switching the diet. Tumor growth was monitored over a time period of 10 days.

#### Transverse aortic constriction (TAC)

TAC was performed to investigate the effects of elevated ketone body serum concentrations on cardiac function during hypertrophy. Transthoracic echocardiography was performed on a Visual Sonics Vevo 2100 setup in awake mice to monitor heart function. Mice used in this study had received either a control diet or ketogenic diet for 4 weeks before surgery and were kept on the respective diet until the end of the study, 8 weeks after surgery. TAC surgeries were performed as previously described (Lehmann *et al*, 2014). Briefly, after mice had been anesthetized, lateral thoracotomy was performed. A 0.05 mm polypropylene suture was placed around the transverse aorta between the left carotid artery and the brachiocephalic artery. A 27‐gauge needle was placed parallel to the transverse aorta and the suture ligated against the needle. After removal of the needle, this created a constriction of 0.4 mm in diameter (stenosis). Sham animals underwent the same procedure; however, the transverse aorta was not ligated. Integrity of aortic constriction was confirmed by acquisition of transthoracic Doppler echocardiograms and subsequent analysis of blood flow patterns within the stenosis.

### Immunofluorescence

Mouse tissue was cryopreserved using O.C.T. and cut into 5 µm sections. Cryosections were fixed in ice‐cold methanol/acetone. After blocking in 10% goat serum with 0.1% Triton X‐100, sections were incubated with primary antibodies diluted in 10% goat serum at 4°C overnight. Following primary antibodies were used: anti‐CD31 (550274, BD Biosciences, 1:50), anti‐cleaved caspase 3 (9664, Cell Signaling Technology, 1:100), anti‐ColIV (2150‐1470, Bio‐Rad, 1:250), anti‐ERG (ab93513, Abcam, 1:1,000), anti‐α‐SMA (C6198, Sigma‐Aldrich, 1:200), anti‐Ki‐67 (14‐5698‐82, Thermo Fisher Scientific, 1:100) or FITC‐Isolectin B4 (L2895, Sigma‐Aldrich, 1:100). DAPI and fluorophore‐conjugated secondary antibodies were added before embedding the sections in fluorescent mounting medium (DAKO). Images were acquired using a confocal microscope (Zeiss LSM 700) and analysis was done using Fiji software.

### RNA‐sequencing of cardiac ECs

Heart tissue was digested in PBS containing 2 mg/ml Collagenase type II (Worthington), 2.4 mg/ml Dispase II (Sigma‐Aldrich) and 20 µl 1 M CaCl_2_ at 37°C for 1 h. After filtration, cardiac ECs were isolated using CD31 antibodies (550274, BD Biosciences) coupled to magnetic beads (Thermo Fisher Scientific). RNA was extracted using the RNeasy mini kit (Qiagen). Libraries were prepared with an input of 10 ng RNA per sample using the SMART‐Seq v4 Ultra Low Input RNA Kit for Sequencing (Takara). Samples were sequenced on a HiSeq 2000 v4 system (Ilumina) with a depth of 50 base pairs in single‐read mode. RNA sequencing data were processed using the DESeq2 package for detection of differentially expressed genes.

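DESeq2's Wald test without shrinkage of fold changes gave 806 genes with adjusted p under 0.05, 453 higher and 353 lower on the ketogenic diet. At an adjusted p-value of at most 0.01 and a log2 fold change of at least 0.5 in either direction, 184 genes differed, 99 higher and 85 lower. With DESeq2's normal prior on fold changes, 793 genes had an adjusted p-value under 0.05, and 92 passed both limits, 55 higher and 37 lower. In counts simulated with 200 changed genes, DESeq2 without shrinkage recovered 189 of them with 43 false calls, and edgeR's quasi-likelihood test 184 with 10. Every simulated log2 fold change was well above 0.5 in size, and genes with few reads were left unchanged. The counts were drawn with the dispersions of edgeR's own fit. The recovered numbers therefore do not apply to smaller changes, and the comparison of false calls may favor edgeR.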

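In preranked enrichment, genes are ordered by their change between the diets, and the position of a set's genes in the order is scored. Such a test takes genes as independent. The camera test of the limma package allows for correlation between the genes of a set, which was estimated from these mice as 0.334 for the G2/M phase genes, 0.0928 for the S phase genes and 0.00241 for the cell cycle genes of Fig EV3E. With these estimates, the adjusted p-values over the 5 lists were 0.109, 0.128 and 0.0604. Limma's fry test, which rotates residuals across the 10 mice, gave adjusted p-values of 0.0346, 0.0381 and 0.0134 in the same order. For the fatty acid degradation genes, the adjusted p-value was 0.0179 with camera and 4.21e-04 with fry.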

For gene set enrichment analysis (GSEA), a list containing all annotated genes detected by RNA‐sequencing with their corresponding log2 fold changes and *P*‐values was used (17,290 genes). Data were processed using the GSEA software (Broad Institute, Cambridge, MA, USA). Expression levels of genes involved in specific KEGG pathways in individual samples were visualized using heat maps generated with the Morpheus software (Broad Institute, Cambridge, MA, USA).

### Synthesis of acetoacetate

Acetoacetate was synthesized as described (Puchalska *et al*, 2019). In brief, 8 ml 1 M NaOH were added to 1 ml ethyl‐acetoacetate (Sigma‐Aldrich) while stirring at 60°C for 30 min. Using 50% HCl, the pH was adjusted to 7.5‐8. Synthesis of acetoacetate leads to generation of equimolar concentrations of ethanol. Therefore, ethanol was used in this concentration as control treatment for acetoacetate.

### Cell culture

Murine cardiac ECs (MCEC) were purchased from tebu‐bio and routinely tested for mycoplasma contamination. Cells were cultured in DMEM containing 1 g/l d‐glucose, 5% FCS, 5% HEPES, 100 units/ml penicillin and 100 μg/ml streptomycin. For experiments, MCEC were incubated until 80% confluent and starved for 1 h prior to the addition of reagents in DMEM containing 0.1% FCS. Reagents were added at indicated concentrations for either 24, 48, or 72 h, as indicated. Ketone body concentration in media was determined using a colorimetric total ketone body assay kit (Wako). Cell proliferation rates were determined using a chemiluminescent cell proliferation ELISA (Sigma‐Aldrich).

Human cardiac endothelial cells were purchased from Promocell and cultured in Endothelial Cell Growth Medium (Promocell). For experiments involving addition of recombinant proteins, cells were incubated in basal medium without the addition of growth factors or FCS. Cells were treated with recombinant VEGF (10 ng/ml for 6 h) or recombinant murine or human IL1b, IL‐6, or TNF‐α (50 ng/ml for 6 h). Serum‐starved cells were cultured for 24 h in basal medium containing 0.1% FCS and compared to cells cultured in basal medium containing 5% FCS. Hypoxia was induced upon addition of 100 µM Cobalt(II) chloride hexahydrate (Santa Cruz) for 24 h.

Adipose tissue ECs and HUVECs were isolated from biopsies or umbilical cords and collected from patients at the University Hospital Heidelberg. Collection was approved by the Institutional Review Board of the Medical Faculty of the University of Heidelberg. Informed consent was obtained from all subjects and experiments conformed to the principles set out in the WMA Declaration of Helsinki and the Department of Health and Human Services Belmont Report. Adipose tissue ECs were isolated from abdominal adipose tissue biopsies and collected from patients undergoing bariatric surgery at the University Hospital Heidelberg. Human umbilical cord endothelial cells (HUVEC) were freshly isolated as previously described (Adam *et al*, 2013). HUVEC isolated from 3 donors were pooled. Cells were cultured in Endopan‐3 medium (PAN Biotech).

For culture of primary murine ECs from C57BLJ mice, heart, lung, muscle, and adipose tissue were digested in PBS containing 2 mg/ml Collagenase type II (Worthington), 2 mg/ml Dispase II (Sigma‐Aldrich) at 37°C for 0.5–1 h. After 100 µM filtration, ECs were isolated using CD31 antibodies (550274, BD Biosciences) coupled to magnetic beads (Thermo Fisher Scientific). Isolated CD31+ cells were cultured in Endopan‐3 medium (PAN Biotech).

### Lentiviral transduction

SCOT‐deficient cells were generated using the CRISPR/Cas9 system. Hence, Oxct1 guide oligonucleotides were cloned into the pLentiCRISPRv2 vector according to Ran *et al* (2013). Following guide oligos were used (designed with Benchling software): construct 1: guide 1 forward: caccgacgaatgatctcctcatatg, guide 1 reverse: aaaccatatgaggagatcattcgtc, guide 2 forward: caccgtggatcgaagtaaaaggccc, guide 2 reverse: aaacgggccttttacttcgatccac; construct 2: guide 1 forward: caccgagggtatgggactctggtac, guide 1 reverse: aaacgtaccagagtcccataccctc, guide 2 forward: caccgtccaccggcacggatcctct, guide 2 reverse: aaacagaggatccgtgccggtggac. A non‐targeting pLenti construct was used as control. Lentiviral particles were produced in HEK293T cells and used to transduce MCEC.

### Real‐time cell analysis

Proliferation and migration of MCEC were measured real‐time using an xCELLigence device (Agilent) that monitors electrical impedance. For analysis of proliferation, 10,000 cells were added per well on an E‐plate (Agilent) and media contained 2% FCS and 10 mM acetoacetate, 10 mM β‐hydroxybutyrate (Sigma‐Aldrich) or the respective volumes of water or 1 M ethanol. Impedance was measured every 15 min for 24 h. Migration was analyzed using CIM‐plates (Agilent) with a pore size of 8 µm. 30,000 cells were added per well. Media in the upper chamber was serum‐free, while media in the lower chamber contained 2% FCS. 10 mM acetoacetate, 10 mM β‐hydroxybutyrate or the respective volumes of water or 1 M ethanol were added to the media in the upper and lower chamber. Electronic impedance in CIM plates was monitored every 15 min for a total of 24 h.

### Untargeted metabolomics

For stable isotope labeling, MCEC were incubated in DMEM containing 10 mM glucose and 2 mM glutamine with either 1 mM uniformly labeled sodium D‐[^13^C_4_]‐β‐hydroxybutyrate or 1 mM uniformly labeled [^13^C_4_]‐acetoacetate for 24 h. Samples were collected in methanol and extracted and analyzed as previously described (Puchalska *et al*, 2019). In brief, isotope‐labeled samples were extracted by performing three cycles of vortexing, freeze‐thawing and sonication. The protein‐free samples were analyzed by coupled liquid chromatography‐mass spectrometry. Liquid chromatography was performed using a Vanquish Horizon system (Thermo Fisher Scientific) with a Luna NH2 column (Phenomenex) with hydrophilic interaction liquid chromatography and mass spectrometry was performed on a Thermo Q Exactive Plus (Thermo Fisher Scientific) operated in negative mode. Data were processed using the Compound Discoverer 3.0 software. Lipid‐species identities are putative. TCA cycle intermediates, amino acids, and UDP species are identified by use of standards and MS/MS fragmentation pattern matching to open source databases.

### Quantification of TCA cycle intermediates

TCA cycle intermediates were quantified in MCEC treated with 2 mM acetoacetate or 2 mM D‐β‐hydroxybutyrate (Sigma‐Aldrich) or the respective controls for 24 h. Samples were extracted in methanol with sonication and the separation protocol was adapted from Uran *et al* (2007). In brief, samples were analyzed on an Acquity HSS T3 column (Waters) heated to 40°C connected to an Acquity H‐class UPLC system (Waters). The UPLC system was coupled to a QDa mass detector (Waters) in single ion record mode, using negative detector polarity and 0.8 kV capillary voltage. Data acquisition and processing was performed with the Empower3 software suite (Waters).

### Seahorse bioanalyzer

Mitochondrial respiration was measured using the Seahorse Bioanalyzer (Aligent Seahorse, XF96 Bioanlyzer) (Pike Winer & Wu, 2014). Briefly, MCECs were re‐seeded into XF96cell culture plate (Agilent Seahorse XF, XF96 FluxPack) at density of 25,000 cell per well in normal growth media (5% FCS in DMEM 1 g/l glucose) and allowed to adhere. The media was then exchanged to the stimulation media (0.1% FCS in DMEM 1 g/l glucose) containing the stated ketone bodies or respective vesicle controls and incubated for further 12 h. The media was then exchanged to the Agilent Seahorse XF Assay Medium (Agilent Seahorse, 102353‐100) supplemented with 10 mM glucose, 2 mM glutamine, 1 mM sodium pyruvate and incubated for 1 h prior to assay in a non‐CO_2_ incubator at 37°C. Injections of oligomycin (2 µM final), FCCP (1 μM final), and a combination of rotonone and antimycin‐A (0.5 μM final each) were diluted in the Agilent Seahorse XF Assay Medium and loaded onto ports A, B and C respectively. The bioanalyzer was calibrated and the assay was performed using Mito Stress Test protocol as suggested by the manufacturer (Agilent Seahorse Bioscience). The assay was run in one 96‐well plate with 16 replicates per condition. Seahorse Wave software was used to analyze metabolic data generated from both assays. The data from each assay were normalized to the total protein content in each well, as measured by the Bradford assay following addition of lysis buffer (100 mM sodium phosphate (pH7.4) + 0.1% Triton X100; 50 µl per well) and two cycles of freeze‐thawing.

### ATP measurements

The ATP content of the ECs treated with the stated ketone bodies or respective controls for 12 h was measured using the ATPlite Luminescence Assay System (Perkin Elmer), according the manufacturer’s instructions. The assay was run in one 96‐well plate with 8 replicates per condition.

UPLC analysis for the quantification of nucleotides including ATP was performed at the Metabolomics Core Technology Platform of Heidelberg University. 5x10^6^ cells were lysed in 0.37 ml ice‐cold 0.5 M perchloric acid with sonication. After neutralization with 86 µl ice‐cold buffer (2.5 M KOH, 1.5 M K_2_HPO_4_) samples were centrifuged (16,400 *g* for 10 min at 4°C) and filtered (0.2 µm filters). Analysis was done on an Aquity HSS T3 column (Waters) connected to an Acquity H‐class UPLC system. Column temperature was 40°C. Solvent A (50 mM potassium phosphate buffer, 8 mM tetrabutylammonium hydrogensulfate, pH 6.5). The elution gradient was as follows: after 2.6 min, 0% solvent B (acetonitrile in 70% solvent A) to 17 min with 77% solvent B, hold for 1 min at 77% solvent B, followed by return to 0% solvent B and conditioning of the column to initial conditions for 10 min. Nucleotides were detected using an Acquity PDA detector (Waters, 260 nm) and ultrapure standards (Sigma Aldrich).

### Spheroid‐based sprouting assay

MCEC were resuspended in growth medium containing 20% methocel (Sigma‐Aldrich). For spheroid formation, hanging drops containing approximately 200 cells were incubated for 24 h as described (Heiss *et al*, 2015). Spheroids were then resuspended in methocel with 20% FCS and mixed with an equal volume of collagen solution. After polymerization of the collagen matrix, 30 mM D‐β‐hydroxybutyrate, 30 mM L‐β‐hydroxybutyrate, 30 mM acetoacetate, 10 mM acetate, 1 mM butyrate, 1 mM octanoate, 1 mM niacin or an equal volume of ddH_2_O or 1 M ethanol was added in 100 µl basal DMEM. Please note that after diffusion into the matrix, concentration of reagents is diluted to approximately 10% of the mentioned concentration, since the ratio of medium to collagen matrix is approximately 1/9. Spheroids embedded in the collagen matrix were incubated for 48 h and then fixed with 1 ml 10% PFA per well. At least ten spheroids per treatment were imaged using an inverted microscope (Leica DM IRB) and sprout length was analyzed using Fiji software.

### Single‐cell transcriptome analysis

Publically available endothelial cell atlas database (https://endotheliomics.shinyapps.io/ec_atlas/) was accessed to extract t‐SNE plots for the expression of *Oxct1* in cardiac and non‐cardiac endothelial cells (Kalucka *et al*, 2020).

### cDNA synthesis and qPCR

cDNA was synthesized using a reverse transcriptase kit (Applied Biosystems). mRNA expression was analyzed in doublets using Sybr Green Master Mix (Thermo Fisher Scientific) by QuantStudio 3 (Thermo Fisher Scientific). Gene expression was normalized relative to the housekeeping gene *OAZ1* for human ECs or *Cph* for murine ECs using the 2^−ΔΔCt^ method. The following primers were used for qRT–PCR:

**Table:** 

Name	Forward primer	Reverse primer
*hOAZ1*	GAGCCGACCATGTCTTCATT	CTCCTCCTCTCCCGAAGACT
*hBDH1*	GAAAATGGAGCAAGACGCCC	GCATAAGTCCGACGGCCAAT
*hOXCT1*	GTGTCCAGTGCGAAAACCAA	ACACGCAGCCTGGTACAAAT
*mCph*	ATGGTCAACCCCACCGTG	TTCTTGCTGTCTTTGGAACTTTGTC
*mBdh1*	CGCACCGGAGTGTGTGTAAG	GGCACCAAGTTGTAAGACGC
*mOxct1*	CTGGAGTTTGAGGACGGCAT	TCCGCATCAGCTTCGTCTTT
*mPdk4*	GAGCTGTTCTCCCGCTACAG	CGGTCAGGCAGGATGTCAAT
*mHmgcs2*	AGAAATCCCTGGCTCGGTTG	CTTGGGCAGAGTGGTGAGAG

### Western blot analysis

Cells were lysed with Cell Lysis Buffer (9803S, Cell Signaling Technology) containing 1 mM PMSF. Whole tissue lysates were generated using bead mills with 100 µl lysis buffer per 50 mg of tissue. SDS–PAGE was employed to separate proteins which were then blotted on a nitrocellulose membrane. Membranes were blocked in 5% skim milk dissolve in TBS with 0.1% Tween 20. Membranes were incubated with primary antibodies diluted in 5% skim milk in TBST overnight at 4°C. Following primary antibodies were used: anti‐β‐Actin (A5441, Sigma‐Aldrich, 1:3,000), anti‐BDH1 (15417‐1‐AP, Proteintech for Fig 1B, 1:2,000 or ab193156, Abcam, 1:1,000 for all other Western blots), anti‐SCOT (12175‐1‐AP, Proteintech, 1:1,000), anti‐β‐Tubulin (2146, Cell Signaling Technology, 1:2,500), anti‐VCP (ab11433, Abcam, 1:2,000). HRP‐conjugated secondary antibodies (DAKO) were used and chemiluminescence was detected by Aceglow ECL Western Blotting Substrate (VWR International).

### Statistical analysis

Statistical analysis was performed using GraphPAD Prism 8.2.1 (GraphPAD Software Inc.). Statistical significance between groups was calculated using unpaired Student’s *t*‐test with *P*‐values < 0.05 considered statistically significant. Calculated *P*‐values are provided in the Appendix.

## Author contributions

**Eva‐Maria Weis:** Conceptualization; Investigation; Methodology; Writing—original draft. **Patrycja Puchalska:** Investigation; Methodology. **Alisa B Nelson:** Investigation; Methodology. **Jacqueline Taylor:** Investigation; Methodology. **Iris Moll:** Investigation; Methodology. **Sana Safatul Hasan:** Investigation; Methodology. **Matthias Dewenter:** Investigation; Methodology. **Marco Hagenmueller:** Investigation; Methodology. **Thomas Fleming:** Investigation; Methodology. **Gernot Poschet:** Investigation; Methodology. **Agnes Hotz‐Wagenblatt:** Investigation; Methodology. **Johannes Backs:** Methodology. **Peter A Crawford:** Conceptualization; Supervision; Methodology. **Andreas Fischer:** Conceptualization; Supervision; Funding acquisition; Methodology; Writing—original draft; Project administration; Writing—review & editing.

## Disclosure and competing interests statement

The authors declare that they have no conflict of interest.

## Supporting information

Appendix Click here for additional data file.

Expanded View Figures PDF Click here for additional data file.

Dataset EV1 Click here for additional data file.

Source Data for Figure 1 Click here for additional data file.

Source Data for Figure 4A Click here for additional data file.

## Data Availability

All data generated or analyzed during this study are included in this published article. Raw RNA‐sequencing data have been deposited to Gene Expression Omnibus http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE191173 (accession number GSE191173).

# Supplementary material for: Ketone body oxidation increases cardiac endothelial cell proliferation
**Source:** EMBO Mol Med. 2022 Feb 18;14(4):e14753. doi: 10.15252/emmm.202114753
**Supplement:** Supplementary file 1 — Appendix

## Appendix

### Table of Content

| <b>Appendix Item</b>      | <b>Pages</b> |
|---------------------------|--------------|
| Appendix Fig. S1 & legend | 2-3          |
| Appendix Fig. S2 & legend | 4            |
| Appendix Table S1         | 5-8          |

**Appendix Figure S1. Oxct1 expression in murine endothelial cells based on single cell RNA-sequencing.**  
(**A**) t-SNE plot showing the expression of Oxct1 in endothelial cells derived from different organs. Color scale: Purple - high expression; Yellow - low expression. (**B**) t-SNE plot showing the expression of Oxct1 in different sub-clusters of cardiac endothelial cells. Color scale: Purple - high expression; Yellow - low expression.

Appendix Figure S1

A

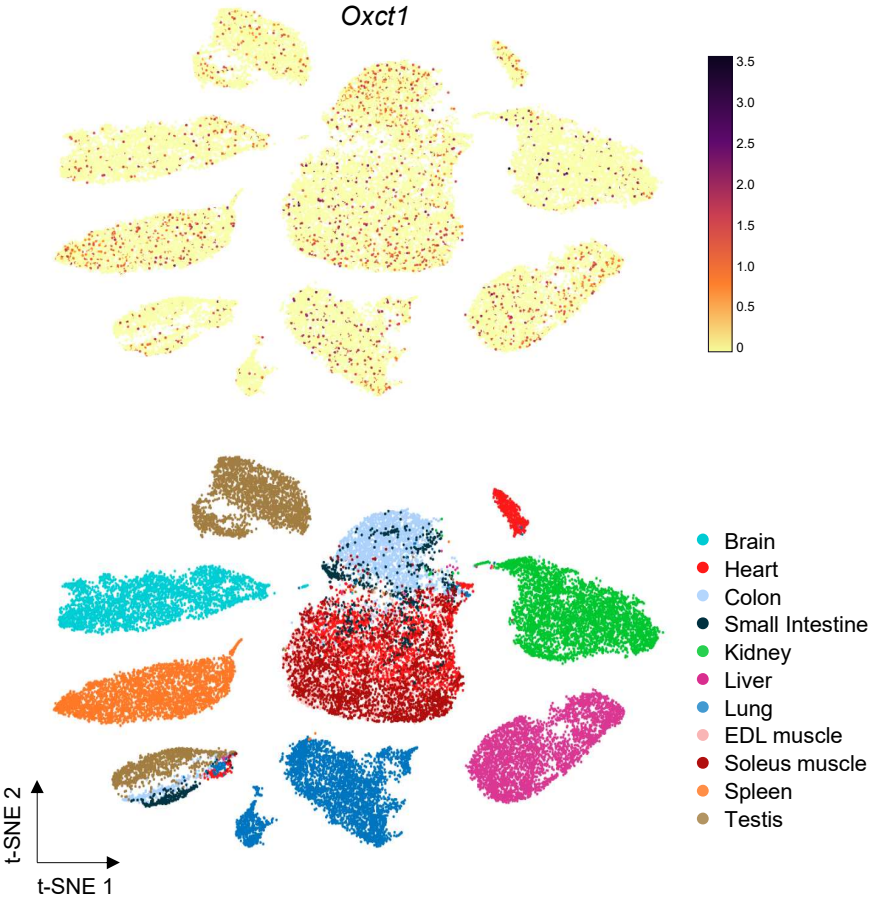

B

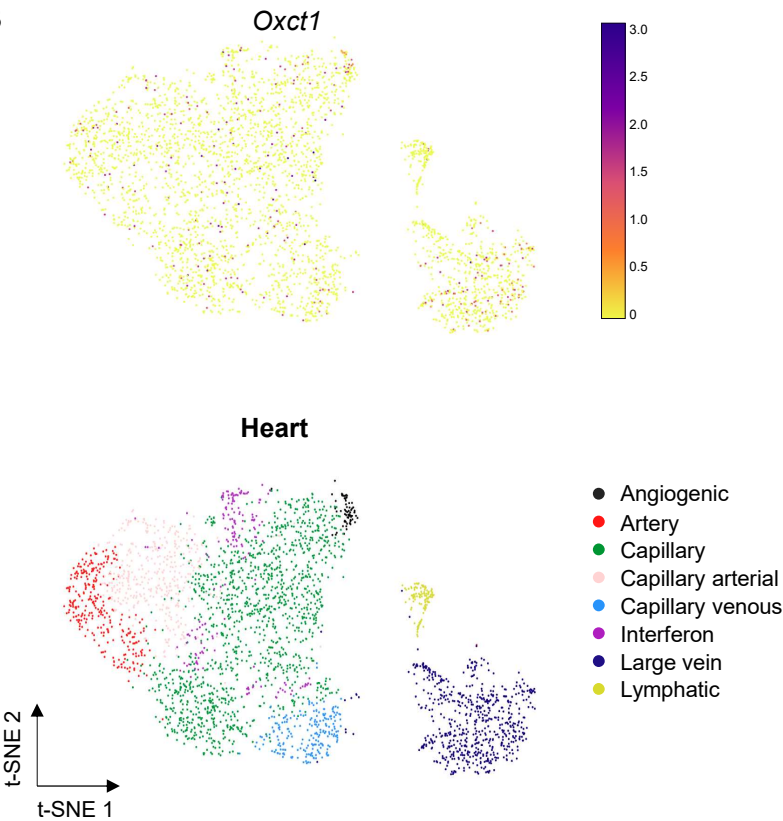

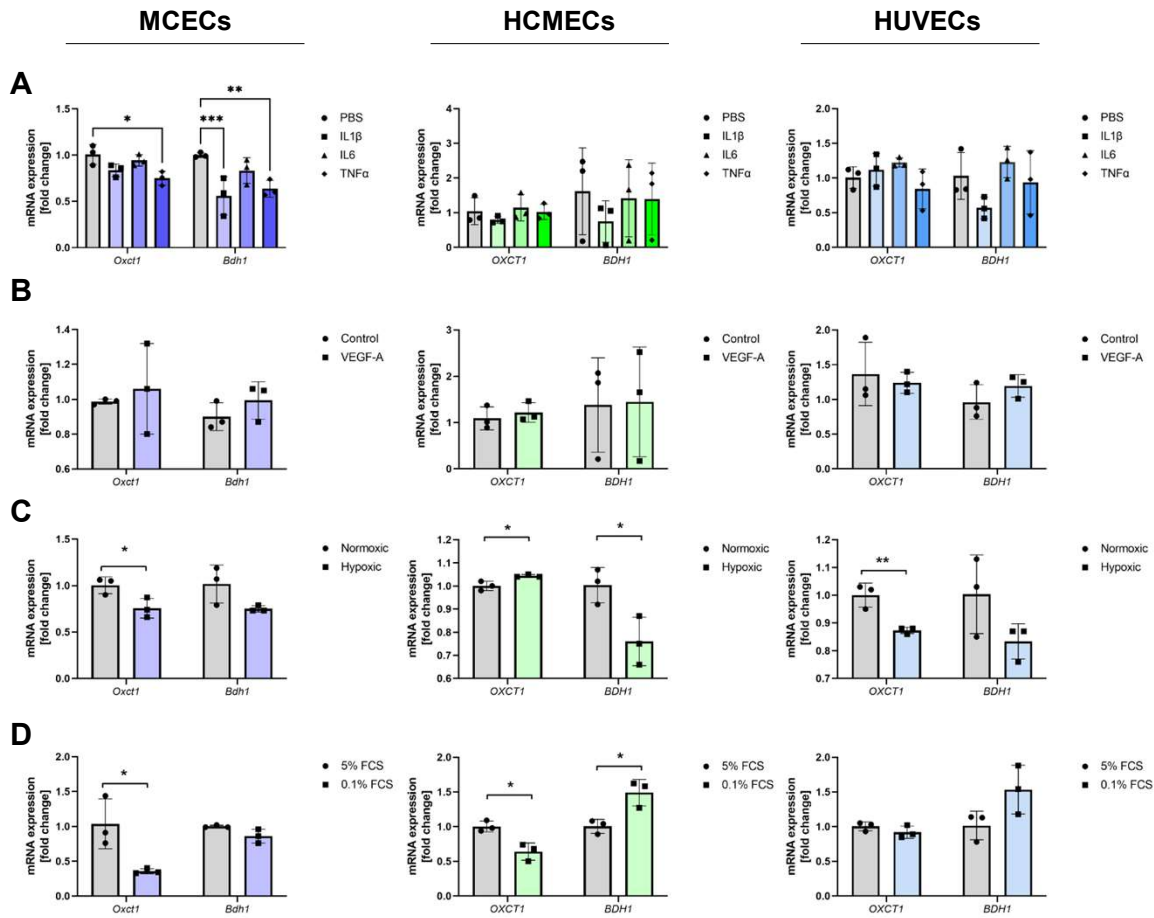

## Appendix Figure S2.

Gene expression analysis of SCOT (OXCT) and BDH1 analyzed by qPCR in MCEC, HCMEC and HUVEC treated with (A) cytokines IL-1 $\beta$ , IL-6 or TNF $\alpha$  (B) recombinant VEGF or (C) cobalt-chloride to chemically induce hypoxia. (D) Gene expression was analyzed following 24 hours of serum starvation. Data are presented as mean  $\pm$  SD. n=3; statistical significance determined using two-way ANOVA (A) or unpaired Student's t-test (B-D). \*: p<0.05.

**Appendix Table S1**

|     |   |                                                        |          |
|-----|---|--------------------------------------------------------|----------|
| EV1 | B | H <sub>2</sub> O vs 2mM $\beta$ OHB                    | 0.021    |
|     |   | EtOH vs 2mM AcAc                                       | <0.001   |
|     | C | H <sub>2</sub> O vs 2mM $\beta$ OHB                    | 0.099    |
|     |   | EtOH vs 2mM AcAc                                       | 0.006    |
|     | D | H <sub>2</sub> O vs 2mM $\beta$ OHB                    | 0.017    |
|     |   | EtOH vs 2mM AcAc                                       | <0.001   |
|     | E | H <sub>2</sub> O vs 2mM $\beta$ OHB                    | 0.567    |
|     |   | EtOH vs 2mM AcAc                                       | 0.199    |
|     | F | H <sub>2</sub> O vs 2mM $\beta$ OHB                    | 0.053    |
|     |   | EtOH vs 2mM AcAc                                       | 0.002    |
|     | G | H <sub>2</sub> O vs 2mM $\beta$ OHB                    | 0.011    |
|     |   | EtOH vs 2mM AcAc                                       | <0.001   |
|     | H | H <sub>2</sub> O vs 2mM $\beta$ OHB                    | 0.121    |
|     |   | EtOH vs 2mM AcAc                                       | 0.024    |
| EV2 | A | 0 vs 0.1 mM                                            | 0.0158   |
|     |   | 0 vs 1 mM                                              | 0.0102   |
|     |   | 0 vs 10 mM                                             | 0.0006   |
|     | B | 0 vs 0.1 mM                                            | 0.0059   |
|     |   | 0 vs 1 mM                                              | 0.0064   |
|     |   | 0 vs 10 mM                                             | 0.00064  |
|     | C | 0 vs 0.1 mM                                            | 0.012    |
|     |   | 0 vs 1 mM                                              | 0.0005   |
|     |   | 0 vs 10 mM                                             | 0.0041   |
|     | D | 0 vs 0.1 mM                                            | 0.018    |
|     |   | 0 vs 1 mM                                              | 0.0004   |
|     |   | 0 vs 10 mM                                             | 0.016    |
|     | E | 0 vs 0.1 mM                                            | 0.138    |
|     |   | 0 vs 1 mM                                              | 0.0097   |
|     |   | 0 vs 10 mM                                             | 0.028    |
|     | F | 0 vs 0.1 mM                                            | 0.136    |
|     |   | 0 vs 1 mM                                              | 0.048    |
|     |   | 0 vs 10 mM                                             | 0.109    |
|     | H | Basal vs. VEGF                                         | 0.001    |
|     |   | Basal vs. 30 mM $\beta$ OHB                            | 0.056    |
| EV3 | A | Myh6 (heart lysate vs. $\alpha$ CD31-isolated cells)   | <0.0001  |
|     |   | Acta2 (heart lysate vs. $\alpha$ CD31-isolated cells)  | <0.0001  |
|     |   | SM22 (heart lysate vs. $\alpha$ CD31-isolated cells)   | <0.0001  |
|     |   | Col3a1 (heart lysate vs. $\alpha$ CD31-isolated cells) | <0.0001  |
|     | C | Oxct1- 3 days (control vs ketogenic diet)              | 0.0004   |
|     |   | Oxct1- 7 days (control vs ketogenic diet)              | 1.5e-0.9 |
|     |   | Oxct1- 14 days (control vs ketogenic diet)             | 0.5262   |
|     |   | Bdh1- 3 days (control vs ketogenic diet)               | 0.8624   |
|     |   | Bdh1- 7 days (control vs ketogenic diet)               | 0.9799   |
|     |   | Bdh1- 14 days (control vs ketogenic diet)              | 0.6542   |
|     | D | Hmgcs2 - control vs ketogenic diet                     | 0.076113 |
|     |   | Pdk4 - control vs ketogenic diet                       | 0.007178 |

# Supplementary material for: Ketone body oxidation increases cardiac endothelial cell proliferation
**Source:** EMBO Mol Med. 2022 Feb 18;14(4):e14753. doi: 10.15252/emmm.202114753
**Supplement:** Supplementary file 2 — Expanded View Figures PDF

## Expanded View Figures

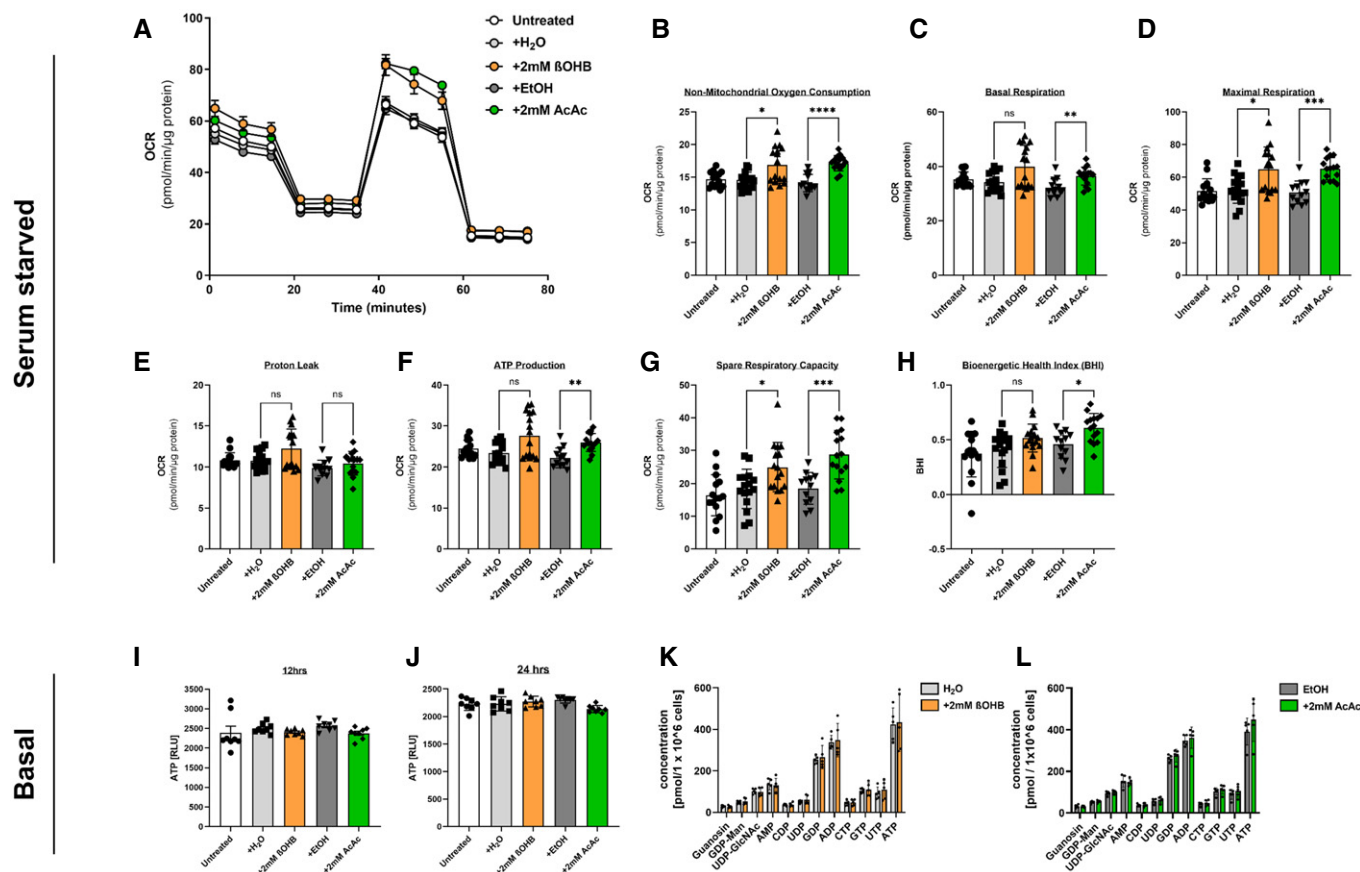

**Figure EV1. Effects of ketone bodies on mitochondrial respiration.**

Mitochondrial function of MCECs stimulated with ketone bodies was characterized using the Seahorse Bioanalyzer by measuring the rate of oxygen consumption (OCR) following sequential additions of oligomycin, FCCP and antimycin/rotenone (A) to the cells to determine non-mitochondrial oxygen consumption (B), basal respiration (C), maximal respiration (D), proton leakage (E), ATP production (F), spare respiratory capacity (G), and the bioenergetic health index (H), respectively.

A–H MCECs were starved for 1 h before addition of 2 mM R-β-hydroxybutyrate (βOHB) compared to H<sub>2</sub>O and acetoacetate (AcAc) compared to ethanol for 24 h.

I–L MCECs were cultured in basal medium before addition of ketone bodies (2 mM) and solvent control. (I, J) Cellular ATP contents after 12 and 24 h. (K, L) Targeted metabolomics using UPLC to determine cellular nucleotides upon treatment with ketone bodies for 24 h. Data are presented as mean ± SD. One-way ANOVA using nonparametric (Kruskal–Wallis) test. \*\*\*\**P* < 0.0001, \*\*\**P* < 0.001, \*\**P* < 0.01, \**P* < 0.05, NS > 0.05.

**Figure EV2. Effects of ketone body supplementation on sprouting potential.**

A–C Cell counts of MCECs treated with 0.1, 1 or 10 mM R-β-hydroxybutyrate (βOHB) for 24, 48, or 72 h compared to treatment with H<sub>2</sub>O (control).

D–F Cell counts of MCECs treated with 0.1, 1 or 10 mM acetoacetate (AcAc) for 24, 48, or 72 h compared to treatment with ethanol (control).

G Representative images of HUVEC spheroids treated with H<sub>2</sub>O (control), recombinant VEGF-A165, 30 mM R-β-hydroxybutyrate (βOHB) for 72 h; scale bar: 50 μm.

H Quantification of the accumulated total sprout length per spheroid. *n* = 4.

I Relative absorbance of BrdU incorporated into DNA of HUVEC treated with 1, 4 or 10 mM R-β-hydroxybutyrate (βOHB), 0.1, 1 or 10 mM acetoacetate (AcAc) or a combination of both for 24 h. Data are presented as mean ± SD. *n* ≥ 2. One-way ANOVA; \**P* < 0.05; \*\**P* < 0.01; \*\*\**P* < 0.001.

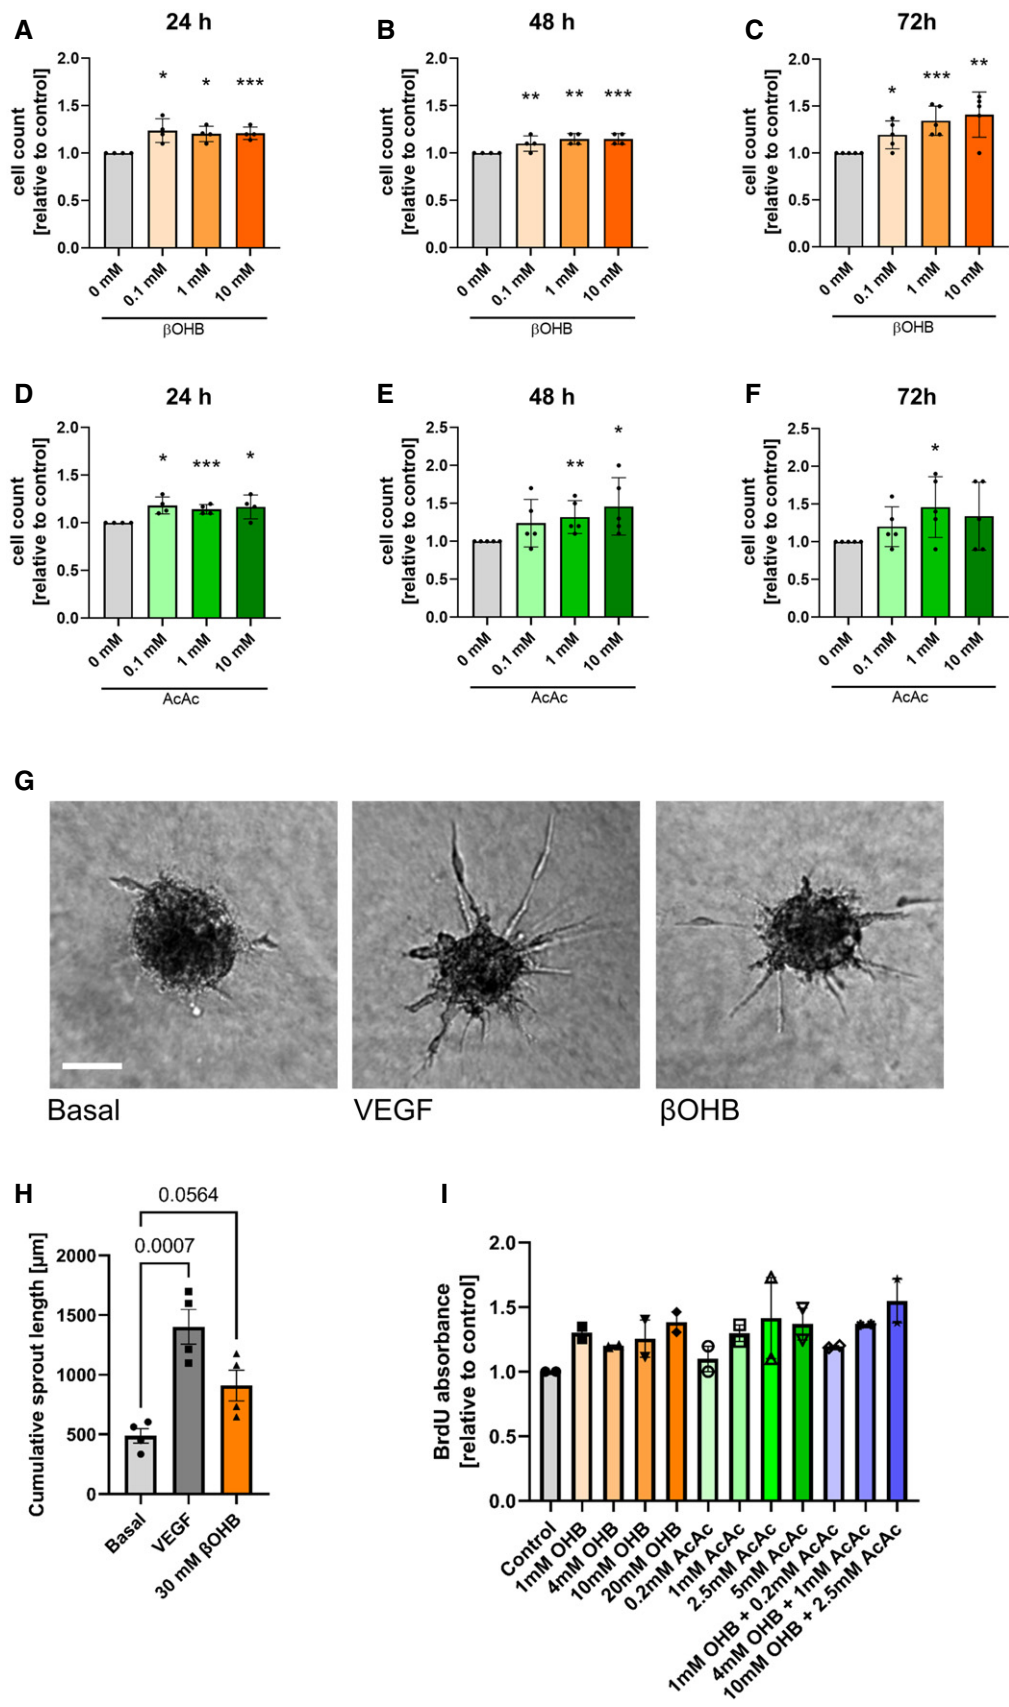

Figure EV2.

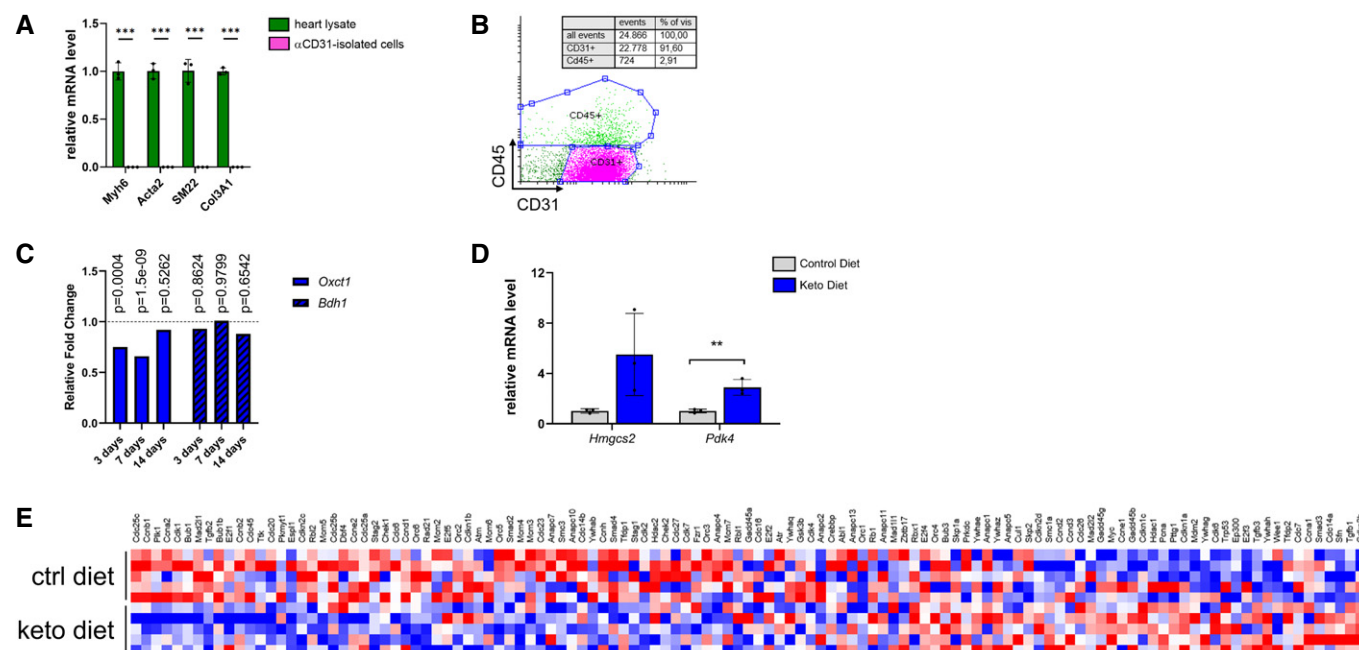

**Figure EV3. Cardiac endothelial cells isolated from mice fed a ketogenic diet.**

A Relative mRNA levels of cardiomyocyte, fibroblast, and smooth muscle cell marker genes in anti-CD31-isolated cells compared to levels in total heart lysates of C57Bl/6J mice.

B Flow cytometry analysis of anti-CD31-isolated cells from hearts of C57Bl/6J mice using the endothelial cell marker CD31 and the immune cell marker CD45.

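Panel C of Fig EV3 gives ratios of expression between the diets, so that a value of 1 stands for no change. At 14 days, the ratio from edgeR's fit was 0.912 for Oxct1 and 0.628 for Bdh1. The ratio for Bdh1 rests on few reads.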

C Relative fold changes of *Oxct1* (Scot) and *Bdh1* expression levels in mice fed a ketogenic diet relative to a control diet were obtained from RNAseq analyses.

D Relative mRNA levels of cardiac ECs isolated from mice fed a ketogenic or control diet confirming increased levels of pro-proliferative genes *Hmqcs2* and *Pdk4*.

E Heat-map showing expression levels of genes involved in regulation of cell cycle (KEGG). 

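Panel E of Fig EV3 colors each of the 119 genes by its expression in a mouse relative to the other mice. Of these genes, 73 were higher and 46 lower on the ketogenic diet in edgeR's fit, with log2 fold changes from −0.57 to 1.12 and a median of 0.04. Unadjusted p-values under 0.05 were found for 29 genes, 18 of them higher. One gene had an adjusted p-value under 0.05, both over all genes and over the list alone. It was Mad2l1 (ENSMUSG00000029910.14, chromosome 6 from 66535390 to 66547220), a gene of the mitotic spindle checkpoint, with a log2 fold change of 0.52 (standard error 0.101, adjusted p = 0.0343 from edgeR).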

Data are presented as mean  $\pm$  SD.  $n \geq 3$ . Two-tailed unpaired Student's *t*-test: \*\* $p < 0.01$ ; \*\*\* $p < 0.001$ .

**Figure EV4. Endothelial cell apoptosis in hearts of mice receiving a ketogenic diet.**

A, B Quantification of cleaved caspase 3<sup>+</sup>/CD31<sup>+</sup> double-positive cells per high power field (HPF) in heart sections of C57Bl/6J mice kept on a control diet or a ketogenic diet for (A) 2 weeks or (B) 4 weeks.

C Representative images of heart sections of animals kept on the control or ketogenic diet for 4 weeks stained against CD31.

D-G Quantification of CD31-positive area per high power field (HPF) in heart sections of mice kept on control diet (ctrl diet) or ketogenic diet (keto diet) for 2 weeks / 4 weeks / 6 weeks / 4 months. Scale bar: 50  $\mu$ m.

H Quantification of Ki67<sup>+</sup>/CD31<sup>+</sup> double-positive cells per high power field (HPF) in B16F10 tumor sections of C57Bl/6J mice kept on a control diet or a ketogenic diet 10 days after tumor inoculation.

I Quantification of CD31<sup>+</sup> vessels per high power field (HPF) in B16F10 tumor sections of C57BL/6J mice kept on a control diet or a ketogenic 10 days after tumor inoculation.

J Tumor volume of C57Bl/6j mice kept on a control diet or ketogenic diet. Data are presented as mean  $\pm$  SD.  $n \geq 3$ ; statistical significance determined using unpaired Student's *t*-test.

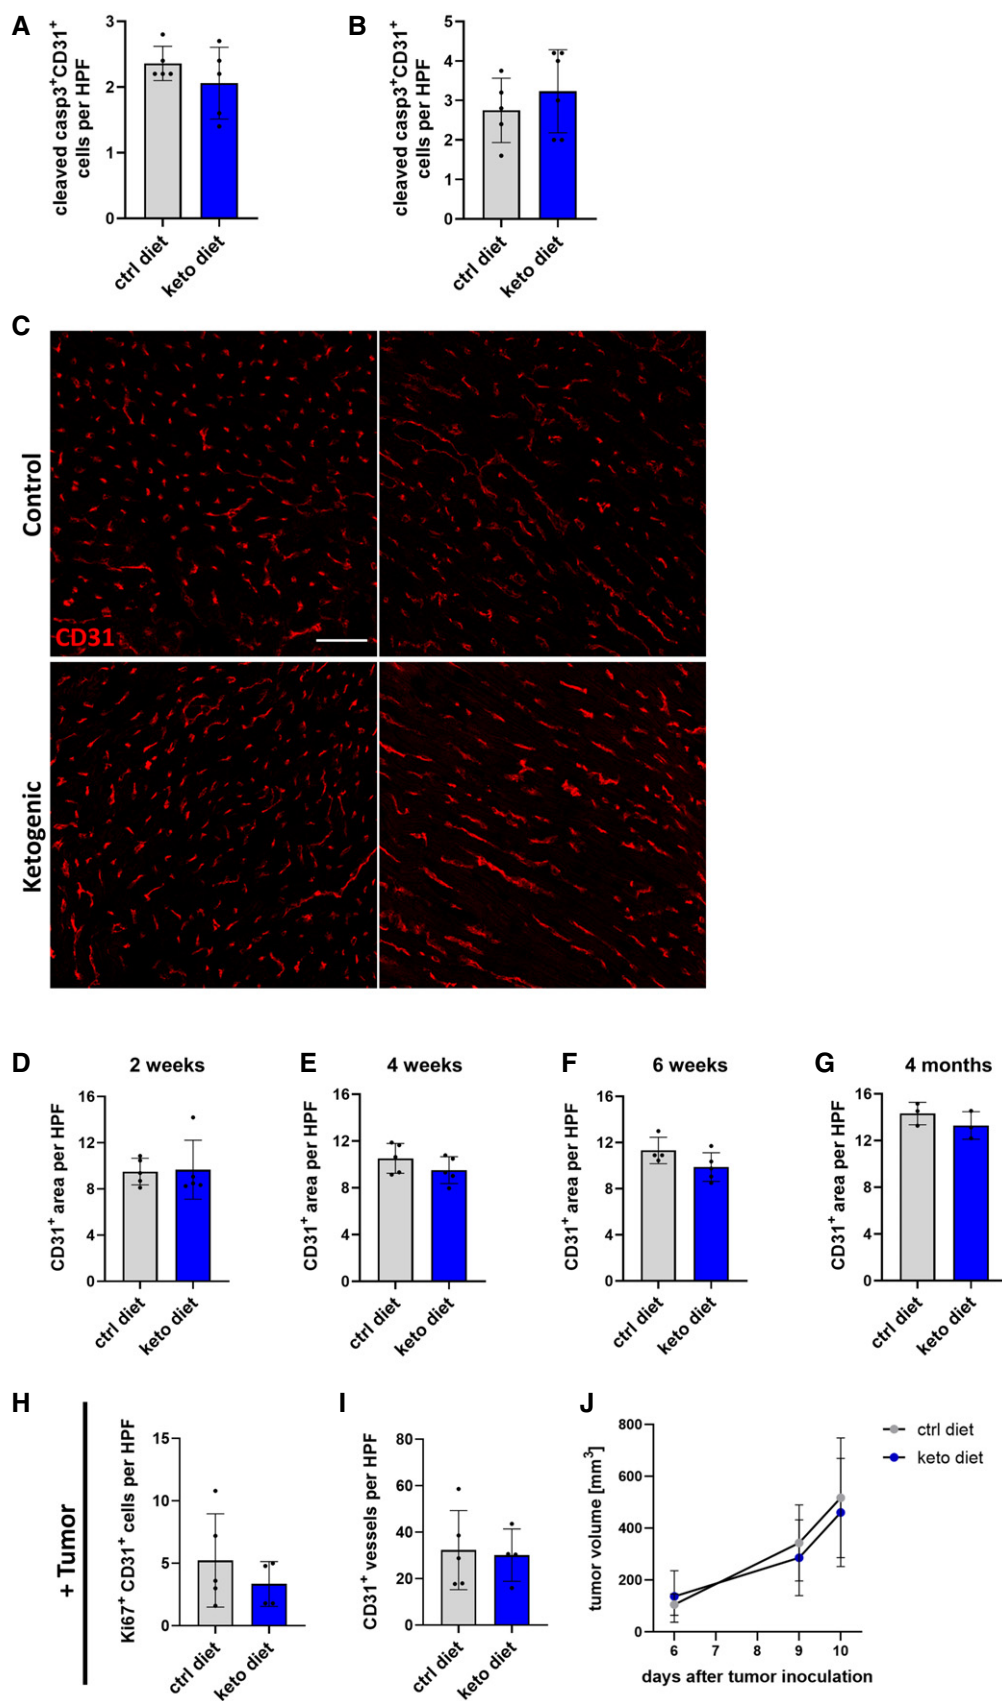

Figure EV4.

**Figure EV5. Schematic overview of experimental animal groups for transverse aortic constriction study and aortic flow rates.**

- A Male and female C57Bl/6J mice were randomly assigned to a diet group at 8 weeks old. After 4 weeks on the respective diet, mice in each group underwent either transverse aortic constriction (TAC) or sham surgery. Mice were afterward kept on the respective diet for eight more weeks.
- B Quantification of aortic blood flow rates within the stenosis of C57Bl/6J mice after TAC or sham surgery. Data are presented as mean  $n \geq 2$ .
- C Trichrome staining of heart sections from sham and TAC-operated animals kept either on a control diet or ketogenic diet 8 weeks after surgery. Scale bar: 1 mm.
- D Representative images of heart vasculature (CD31<sup>+</sup> vessels) of mice kept on a control or ketogenic diet 8 weeks after TAC surgery. Scale bar: 50  $\mu$ m. Data are presented as mean  $\pm$  SD. Two-tailed unpaired Student's *t*-test; \*\**P* < 0.01; \*\*\**P* < 0.001.

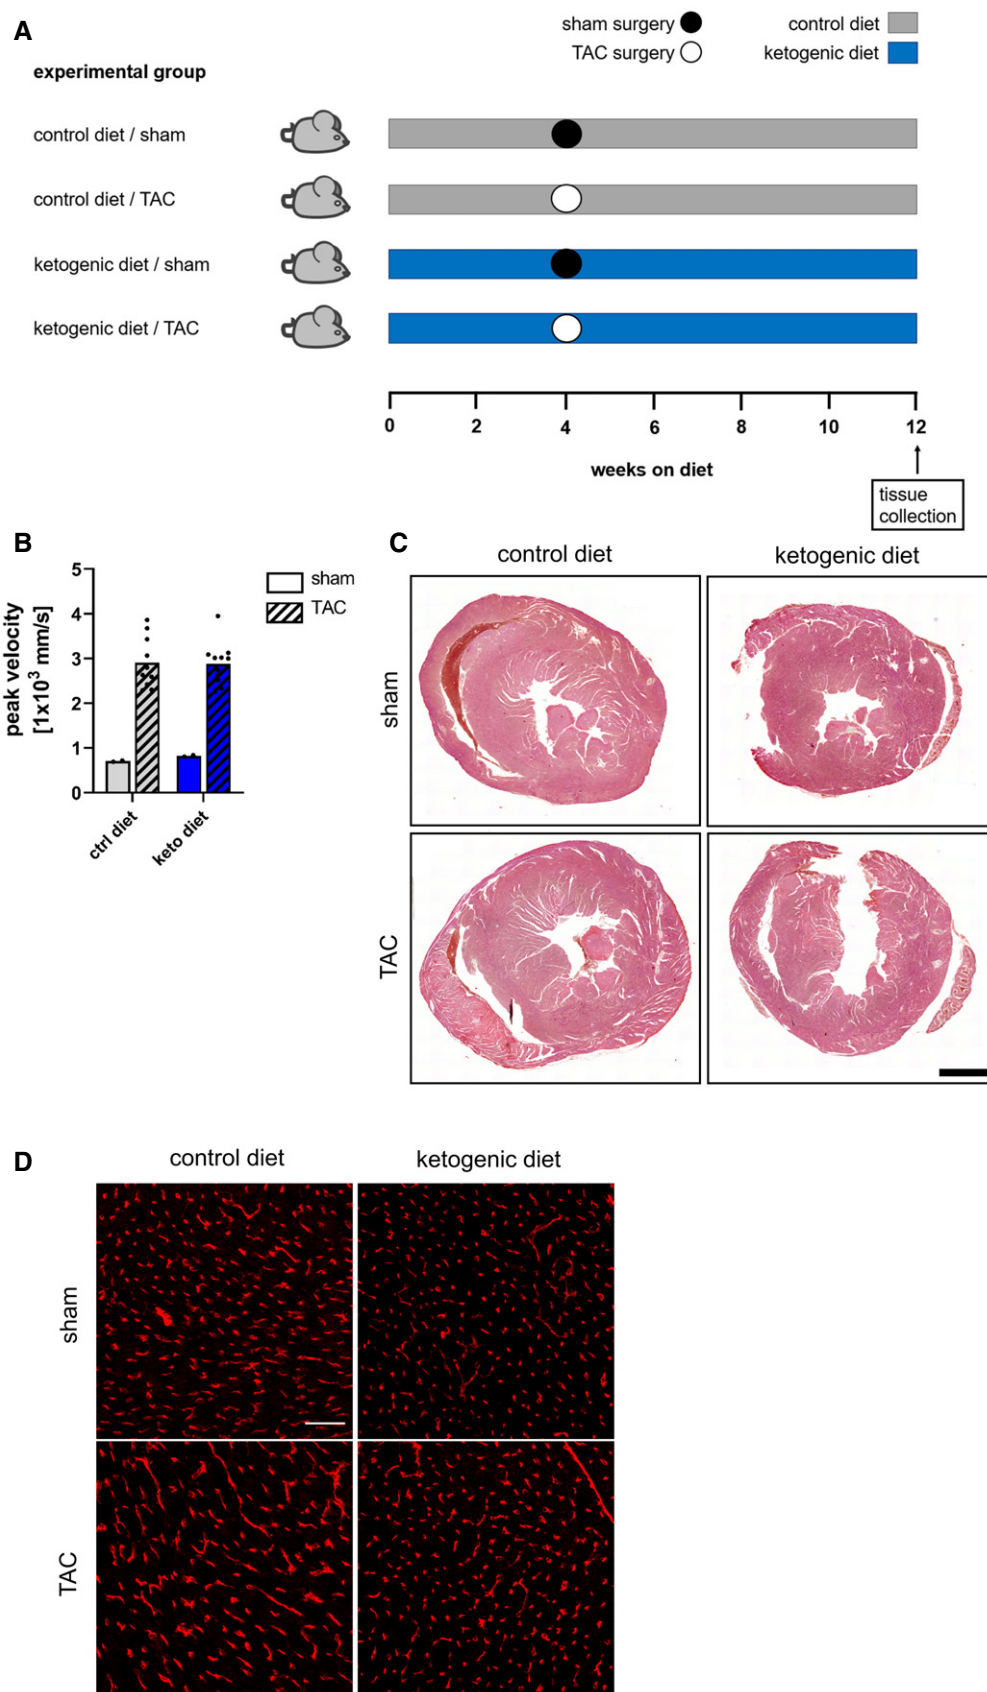

Figure EV5.

How the deposited data were processed for this re-analysis (not part of the article)

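RNA from CD31+ cardiac cells of 5 male mice fed a control diet and 5 fed a ketogenic diet for 14 days was sequenced by the authors as single reads, with one library per mouse. The authors deposited counts, the number of reads on each of 46983 genes in every mouse, without normalization. The authors also deposited RPKM values, that is, the same counts scaled to gene length in kilobases and to the reads counted in the mouse. The paper's text does not name the aligner, the counting program, the annotation release or any removal of duplicate reads. Every column of both tables was assigned to a diet and a replicate number from the labels.

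Between 10885154 and 12710861 reads per mouse were counted on genes. Among genes with a mean count of at least 1000 that used at least 50% of their possible start positions, 95 of 410 had a variance within a diet below their mean. Genes with few reads, such as Bdh1 with 2 to 24 reads per mouse, show only large changes. Gene symbols and positions were taken from GENCODE release M21 on GRCm38. Of the 46983 identifiers, 37902 were found there with the same version and 46488 without regard to the version, and 21887 had an Entrez gene number.

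The diets were compared with edgeR 4.0.16 in R 4.3.3. Counts were normalized by TMM, genes were kept by filterByExpr at its default settings, and 15949 genes were tested by the quasi-likelihood F-test, with Benjamini-Hochberg adjustment. Standard errors are the log2 fold change divided by the square root of F. Log2 CPM values were computed with a prior count of 2. Gene lists were tested with fgsea 1.28.0 on genes ranked by log2 fold change, with adjustment over the 5 lists, and 676 Reactome pathways of 15 to 500 tested genes from the same package were tested with adjustment over pathways. Each mouse's score for a list was the mean of the genes' z-scores over the 10 mice. Scores were compared by a two-sided exact permutation test over every regrouping into 5 and 5 mice, with a smallest p-value of 0.00794. With a covariate, the covariate stayed in place during regrouping, and the statistic was the diet's coefficient divided by its standard error. Such p-values are not exact where the covariate differs between the diets. The lists were the genes shown in Fig 5C, Fig 5D and Fig EV3E, read by eye from the pictures, the S phase and G2/M phase lists of the Seurat package, and 7 lists of marker genes for cell types of the heart. The hallmark, gene ontology and full KEGG collections were not analysed here.

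Genes named in the text are the genes the paper names for this experiment, Mki67 and the genes of Fig 5D, the 5 genes with the largest rise and the 5 with the largest fall among those with an adjusted p-value of at most 0.01 and no overlap of normalized counts between the diets, up to 6 genes of Fig 5C and of Fig EV3E with an adjusted p-value under 0.05, the 10 genes with the smallest P in Dataset EV1, and 7 markers of purity. Any other gene is named with a statement that it was chosen after its values were seen. Some genes that meet this rule are not reported here.

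The alternatives tried were DESeq2's size factors, upper quartile factors and library size alone in place of TMM, no filter on low counts, a filter of at least 10 counts in every mouse, DESeq2 1.42.0 with and without its prior on fold changes, limma 3.58.1 on log2 RPKM with 1 or 0.1 added, the replicate number as a block, each mouse's cardiomyocyte marker score as a covariate, each mouse left out in turn, another ranking, and the camera and fry tests for gene lists. Counts corrected for the number of read start positions were added after the data had been seen, as were the alternatives for the Reactome pathways. The colors of the heat maps in Fig 5C, Fig 5D and Fig EV3E were read from the pictures with Python 3.11.15 and Pillow 12.0.0 and correlated with the counts of each mouse.

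The tests were run on simulated data with 200 changed genes. EdgeR recovered 184 of them with 10 false calls among 15716 tested genes, DESeq2 without the prior 189 with 43, DESeq2 with the prior 189 with 42, and limma 178 with 10.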

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

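The tests of explanations in this part were chosen only after the results were seen.

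For each gene of the naming rule, each score, the total count and the number of genes with a read, the mouse farthest from the other mice of its diet was compared with the range of the 5 mice. Its gap to the nearest mouse, divided by the whole range, was above Dixon's critical ratio of 0.71 in 9 of 96 groups, and 4.8 are given by chance (1 in 20). A binomial test gave p = 0.0511. It treats the groups as independent, although Ptprc is a marker of immune cells, macrophages among them, and Hmgcs1 belongs to the ketone body list. Mouse 4 of the ketogenic diet accounts for 4 of the 9: the lowest normalized count of Oxct1 (ratio 0.736), the highest of Hmgcll1 (0.746) and of Ptprc (0.717), and the highest macrophage marker score (0.754). Mouse 3 of the control diet had the lowest normalized count of Hmgcs1 (0.869) and the lowest score of ketone body metabolism genes (0.804). Mouse 5 of the control diet had the highest normalized count of Ldoc1 (0.736), mouse 2 of the control diet the lowest score of erythroid marker genes (0.861), and mouse 1 of the ketogenic diet the fewest genes with a read (23131, ratio 0.723). These single mice cannot be told apart from the number that chance gives, and no biological explanation was tested for them.

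Of the genes chosen for the largest changes, 8 are not discussed in the paper's text. Their log2 fold changes were 2.89 for Mgl2, 1.58 for Ldoc1, 1.49 for Hrh2, −1.31 for Gm16045, −0.74 for Scd1, −0.68 for Abat, −0.63 for Igfbp3 and −0.52 for Zmynd15, and for each of them all 5 mice of one diet lay above all 5 of the other. This separation was a condition for naming them. Scaling is one technical explanation, and with DESeq2's size factors, upper quartile factors or library size alone the highest adjusted p-value of the 8 genes was 0.0119. Counts corrected for the number of start positions moved their log2 fold changes by at most 0.0421. These genes used at most 15.6% of their start positions in a mouse (Igfbp3), so the correction could move them only little. RNA from cardiomyocytes is another. With the cardiomyocyte score as a covariate, 8 of the 8 kept their direction, and 0 had an adjusted p-value under 0.05 (from 0.0707 for Igfbp3 to 0.258 for Gm16045), while 8 had an unadjusted p-value under 0.05. These adjusted p-values are each gene's highest over the alternatives that kept all 10 mice, and the lowest ran from 4.99e-15 for Scd1 to 1.17e-04 for Gm16045. The loss of adjusted significance does not separate the explanations, since 31 of 40 random covariates with the same correlation with diet gave as few called genes among all genes. The log2 fold changes with the covariate were 2.65 for Mgl2, 1.37 for Ldoc1, 1.27 for Hrh2, −1.09 for Gm16045, −0.73 for Scd1, −0.58 for Abat, −0.68 for Igfbp3 and −0.45 for Zmynd15. Mgl2, Ldoc1 and Hrh2 rose by more than the marker of cardiomyocytes with the highest log2 fold change (1.03), and the other 5 genes fell. The 8 genes were chosen for the largest changes, so this comparison cannot decide whether a larger share of RNA from cardiomyocytes contributes to them. A response of cardiomyocytes themselves to the diet was not analysed here. Reads shared with the overlapping genes of Hrh2 and Zmynd15, or with paralogs, were not analysed here.

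Mgl2 encodes a lectin of macrophages, and its rise may reflect more macrophage RNA or macrophages in another state. With the macrophage marker score as a covariate, its log2 fold change was 3.06 (adjusted p = 0.00399), so the amount of macrophage RNA measured by that score does not account for the rise. A list of 13 genes of alternatively activated macrophages, written after the rise of Mgl2 was seen, had 6 tested genes. Its score was higher by 0.421 on the ketogenic diet (permutation p = 0.198), with 3 of 5 mice above every control mouse. A change of state of macrophages can neither be shown nor excluded by this test.

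The paper's text does not discuss pathways with lower expression, and 10 Reactome pathways were lower on the ketogenic diet. The pathways named here were chosen after their values were seen. They include Hemostasis, with 366 tested genes (normalized enrichment score −1.61, adjusted p = 2.18e-04), Platelet Aggregation Plug Formation (−2.05), Complement cascade (−1.79) and CD28 co-stimulation (−1.78). The pathways of co-stimulation and of the B cell receptor could reflect less RNA from lymphocytes. The lymphocyte marker score was lower by 0.665 on the ketogenic diet (permutation p = 0.0714, adjusted p = 0.250 over the 7 marker lists), and the pathways cannot be told apart from that explanation. RNA from platelets was not analysed here. With no filter on low counts and with DESeq2 without its prior, 0 of the 11 and 0 of the 14 enriched pathways were lower.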

How the results depend on the processing

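The alternatives were set before the data were examined, apart from the counts corrected for start positions and every alternative for the Reactome pathways, which were chosen after seeing the data. Where a result changed, the cause was not tested unless a value below shows it.

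The log2 fold change of Pdk4 kept its direction and an adjusted p-value under 0.05 in all 12 alternatives with 10 mice (1.24 to 1.54, adjusted p 4.99e-42 to 0.005) and in the 10 fits that each left out one mouse (1.37 to 1.50). The score of G2/M phase genes stayed past 0.05 in the 10 fits that left out one mouse (0.739 to 0.937), with permutation p-values from 0.0159 to 0.0476. The score of cardiomyocyte marker genes did so too (0.971 to 1.20), and the score of fatty acid degradation genes lay between 0.609 and 0.720 in those fits.

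The cardiomyocyte score as a covariate changed most results. The number of genes with an adjusted p-value under 0.05 fell from 213 to 11, of which 7 were among the 213. The number within the stricter limits went from 29 to 6 with the adjusted and from 418 to 269 with the unadjusted p-value. The signs of Oxct1 (9.64e-04), Bdh1 (0.46), Acat1 (−0.0877) and Myh6 (−0.20) reversed, and none of these had an adjusted p-value under 0.05 in either fit. The enrichment score of fatty acid degradation genes reversed to −0.93 and their score difference fell to 0.280 (permutation p = 0.0635). The score differences of S phase genes (0.599, permutation p = 0.119), cell cycle genes (0.270, permutation p = 0.0238) and G2/M phase genes (1.31, permutation p = 0.0397) were all larger, and that of S phase genes was no longer past 0.05. The difference of fibroblast marker genes reversed to −0.205. Among the other named genes, 16 were no longer past the threshold and 0 became so.

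DESeq2 gave 806 genes with an adjusted p-value under 0.05 without its prior and 793 with it, and 211 of the 213 were among each. Within the stricter limits it gave 184 without the prior and 92 with it, and 92 with the unadjusted p-value and the prior. In the simulated data, which were drawn with edgeR's own dispersions, DESeq2 without the prior made 43 false calls against 10 for edgeR. With limma on log2 RPKM with 1 added, 245 genes passed the limits with the unadjusted p-value. The number of enriched Reactome pathways was 14 with DESeq2 without the prior, 74 with it and 11 without a filter on low counts, against 38.

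The enrichment of fatty acid degradation genes, with an adjusted p-value of 0.180, was past 0.05 with DESeq2 and its prior (normalized enrichment score 1.85), limma on log2 RPKM with 1 added (1.79) or 0.1 added (1.44), and the ranking by the signed root of F (2.30). It was also past 0.05 with camera (adjusted p = 0.0179 with estimated correlation and 1.11e-05 with a correlation of 0.01) and with fry (4.21e-04). The enrichment of ketone body metabolism genes passed 0.05 with at least 10 counts in every mouse (1.86), DESeq2 and its prior (1.54), limma with 1 added (1.93), the signed root of F (1.81), camera (0.00887 and 1.67e-05) and fry (2.28e-04). The filter of 10 counts leaves 7 of the 9 genes and removes Hmgcll1 (−1.43) and Bdh1 (−0.67), the largest falls in the list.

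The enrichment of cell cycle genes was no longer past 0.05 without a filter (1.04), with DESeq2 without the prior (1.16) and with camera (adjusted p = 0.0604 and 0.0535). That of S phase genes was not past it without a filter (1.34) or with camera and estimated correlation (0.128), and that of G2/M phase genes was not past it with camera and estimated correlation (0.109). Upper quartile normalization moved the score differences of cell cycle genes (0.0765, permutation p = 0.476) and the score of S phase genes (0.445, permutation p = 0.0556) above 0.05 and that of ketone body metabolism genes (0.148, permutation p = 0.0397) below it. It moved Acat1 from 0.0043 to −0.0109, and the median of all genes from −0.00571 to −0.0210, a shift of similar size. Counts corrected for start positions reversed the sign of Cdh5 (0.0499), a gene that uses up to 95.0% of its start positions.

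With the replicate number as a block, 113 genes had an adjusted p-value under 0.05, 90 of them among the 213, and 2 passed the stricter limits with the adjusted p-value. Expression in mice of the same number, relative to their diet's mean, had a mean correlation of −0.00748 across genes, against 0.00189 for mice of different numbers, so the numbers do not appear to pair the mice. For scores, the block leaves 32 sign changes and a smallest p-value of 0.0625, which cannot pass 0.05.

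Across the 10 fits that each left out one mouse, the number of genes with an adjusted p-value under 0.05 ran from 86 to 492, the number within the stricter limits from 14 to 42 with the adjusted and from 361 to 515 with the unadjusted p-value. The score difference ran from 0.160 to 0.258 for ketone body metabolism genes, from 0.137 to 0.248 for cell cycle genes, from 0.413 to 0.602 for S phase genes and from −0.897 to −0.515 for lymphocyte marker genes, and in some of these fits it crossed 0.05. The log2 fold change of Acat1 ran from −0.0181 to 0.0292 and that of Col3a1 from −0.183 to 0.0474. Among the named genes other than Pdk4, Oxct1 and Bdh1, 272 results in these fits were unchanged, 14 weaker, 1 stronger and 3 reversed. In the alternatives that kept all mice, 320 were unchanged, 19 weaker, 3 stronger and 4 reversed.

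Depth limits Bdh1 and Bdh2 most. Bdh1 had 2 to 24 reads per mouse, so it has no value with at least 10 counts in every mouse, and neither do 2 other named genes. Bdh2, with at most 5 reads, was not tested.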

Differences from the paper's values

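The paper reports around 150 genes at P of at most 0.01 and a log2 fold change of at least 0.5 in either direction. With edgeR, 29 genes passed these limits with the adjusted p-value and 418 with the unadjusted one. Of the alternatives set before the data were examined, DESeq2 without its prior gave 184 genes with the adjusted p-value, within 1.5 times the paper's number. The other alternatives with the adjusted p-value did not come within that range (2 to 92 genes with all mice and 14 to 42 with one mouse left out), and none of those with the unadjusted p-value did (92 to 614).

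For 21 named genes, Dataset EV1 lists a log2 fold change, with the same sign in 21, and 4 differed by more than the spread between mice. For Hmgcll1, the log2 fold change was −1.43 against the paper's −0.70. Of the alternatives set before the data were examined, the values with DESeq2 and its prior (−0.42) and with limma on log2 RPKM with 1 (−0.26) or 0.1 (−1.01) added were within the spread (0.506). The other alternatives did not close the gap, and at least 10 counts in every mouse gave no value. For Mgl2, it was 2.89 against the paper's 1.36, and the values with DESeq2 and its prior (0.81) and with limma on log2 RPKM with 1 added (0.80) were within the spread (0.578). The other alternatives did not close the gap, and at least 10 counts in every mouse gave no value. For Ldoc1, it was 1.58 against the paper's 1.19, and upper quartile normalization (1.56), the cardiomyocyte covariate (1.37), DESeq2 with its prior (0.92) and limma with 1 added (1.46) came within the spread (0.372), as did the fits without mouse 1, 2 or 4 of the control diet or mouse 4 of the ketogenic diet (1.47 to 1.55). The others did not. For Gm16045, it was −1.31 against the paper's −0.90, and the cardiomyocyte covariate (−1.09) came within the spread (0.230), while the other alternatives did not.

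The paper states a significant enrichment of fatty acid metabolism genes from a hallmark set. For the fatty acid degradation genes of Fig 5C, a different list, the normalized enrichment score was 1.24 with an adjusted p-value of 0.180. DESeq2 with its prior, limma on log2 RPKM with 1 or 0.1 added, the ranking by the signed root of F, camera and fry put this list past 0.05, and its score across mice was past 0.05 (permutation p = 0.00794). Fig EV3E shows most of the cell cycle genes in the colors of higher expression in the rows headed control diet. In the deposited counts, 73 of the 119 genes were higher on the ketogenic diet and 46 lower.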

Other observations

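The tests in this part were chosen only after the results were seen.

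The 10 mice were split into 5 and 5 in other ways, and the diets were compared with the splits that part every pair of mice with the same replicate number, 16 with the real one. The real split was the only 1 of the 16 with as many genes at an adjusted p-value under 0.05 (213, and 0 in the next), within the stricter limits with the adjusted p-value (29, and 0) or with the unadjusted one (418, and at most 139), and with as many enriched Reactome pathways (38, and at most 36). With 16 splits, no share under 0.05 can be reached. Of 84 further splits that part fewer pairs, 0 gave as many genes, and the highest counts were 1, 0 and 251, while 7 gave as many Reactome pathways. Enrichment scores were compared by their absolute values, without regard to sign. Of the 16 splits, 4 were as large as the real one for fatty acid degradation genes and 6 for ketone body metabolism genes. For cell cycle genes there were 2, for S phase genes 3 and for G2/M phase genes 1. In the 84 further splits these numbers were 14, 20, 6, 7 and 2. Over all 100 splits, the real one included, 1 gave as many genes within each of the 3 limits, which goes against the grouping of mice as the source of these counts. The numbers were 8 for the Reactome pathways, 18 for the fatty acid degradation, 26 for the ketone body metabolism, 8 for the cell cycle, 10 for the S phase and 3 for the G2/M phase genes. The median absolute score of G2/M phase genes in the other splits was 2.13 among the 16 and 1.95 among the 84. With 5 mice per diet, every other split still has unequal numbers of the diets in its groups. These scores can therefore carry part of the diet difference, and they do not show whether mice differ in these genes apart from the diet.

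The rise of fatty acid degradation genes may come in part from RNA of cardiomyocytes, which are rich in these transcripts. The cardiomyocyte marker score was higher by 1.04 on the ketogenic diet (permutation p = 0.0238, adjusted p = 0.167 over the 7 marker lists), with 4 of 5 mice above every control mouse, and 26 of 28 tested markers were higher, with a median log2 fold change of 0.36. With this score as a covariate, the difference in the fatty acid degradation score fell to 0.280 (permutation p = 0.0635). Random covariates with the same correlation with diet (0.765) left a median of 0.640, and 4 of 1000 left as little. Mouse 1 of the ketogenic diet had a lower cardiomyocyte score (−0.321) than mice 3 (−7.74e-04) and 5 (−0.284) of the control diet, and a higher fatty acid degradation score (0.0895, against −0.235 and −0.264). The part of the rise that the cardiomyocyte score does not take up cannot be told apart from no difference by this test. Gene length, GC content and expression level were tested with lists matched on them, and a share of 0.003 of 10000 such lists had a median as high. The fall in the number of called genes under the covariate from 213 to 11 is a different matter. Of 40 random covariates, 31 left as few, with a median of 4, so this fall is consistent with the covariate's correlation with diet alone.

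For Pdk4, a larger share of RNA from cardiomyocytes was tested against the marker genes. The highest log2 fold change of a marker was 1.03, below that of Pdk4 (1.44). Scaling was tested too, and the highest adjusted p-value of Pdk4 was 1.36e-04 with the other normalizations. A response of cardiomyocytes themselves to the diet, carried over as RNA, was not analysed here, so a rise within endothelial cells remains a hypothesis.

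The higher G2/M phase score (0.819) was tested against RNA from other cells. With the macrophage score as a covariate its permutation p was 0.0159, with the cardiomyocyte score 0.0397, and with the lymphocyte score 0.0635. The share of matched random lists with a median as high was 1e-04, the smallest that 10000 lists can give, and the highest permutation p with one mouse left out was 0.0476. The lymphocyte score was lower on the ketogenic diet (−0.665), and the G2/M difference was larger with it as a covariate (0.909), so the difference did not shrink as it would if more RNA of lymphocytes were its source. With the endothelial score it was 0.779 (permutation p = 0.0476) and with the fibroblast score 0.945 (permutation p = 0.0238). The endothelial score fell at every step as a mouse's total count rose, so fits with it cannot separate endothelial RNA from depth. The differences in the other 2 lists were less stable. For the cell cycle genes they were 0.188 with the macrophage score (permutation p = 0.0317), 0.186 with the lymphocyte score (permutation p = 0.0635), 0.192 with the endothelial score (permutation p = 0.0397) and 0.160 with the fibroblast score (permutation p = 0.0714). For the S phase genes they were 0.624 (permutation p = 0.0159), 0.534 (permutation p = 0.0873), 0.458 (permutation p = 0.0952) and 0.499 (permutation p = 0.0794), in the same order. Which cells divide was not analysed here.

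Counts of highly expressed genes vary little between mice, which may result from keeping one read per start position. Among genes with a mean count of at least 1000, the share whose variance within a diet was below its mean, although counting error alone gives a variance equal to the mean, was 23.2% of the 410 genes that used at least 50% of their possible start positions. It was 5.91% of 2335 genes between 10% and 50%, and 0.682% of 1026 genes under 10% (Fisher's exact test of the first against the last, p = 9.64e-47, with genes taken as independent), so high counts alone do not account for it. Among genes chosen after their values were seen, mt-Co1 had between 1427 and 1438 reads in the 10 mice and mt-Nd1 between 1817 and 1830. Changes in genes such as Cdh5, which uses up to 95.0% of its positions, and Pecam1 are compressed if so, and 463 tested genes use at least 50%. Removal of duplicate reads is not stated in the paper's text, and no biological explanation was tested.

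In Fig EV3E, the rows headed keto diet show lower expression of many cell cycle genes than those headed control diet. The color of each cell was read and correlated with the deposited counts. In Fig EV3E, 10 of the 10 rows matched best with a mouse of the other diet than their heading, each with a different mouse, and with correlations across the 119 genes from 0.969 to 0.988 (genes are not independent replicates). The next best mouse of a row reached at most 0.320. The lowest of 0.969 is positive, which goes against a reversed color scale. In Fig 5C, 10 of the 10 columns matched a mouse of the diet in their heading, which goes against exchanged labels in the deposited counts. Headings in the opposite order are a candidate explanation. The position of the grid of cells on the picture was set where the correlations were highest, without use of the diets. No biological explanation applies.

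The P in Dataset EV1 may be an adjusted p-value. Over the 1999 listed genes, the median ratio of DESeq2's adjusted p-value to the listed P was 0.948, and that of its unadjusted p-value 0.0625. Of the listed genes, 147 pass the paper's limits, 78 higher and 69 lower. The listed log2 fold changes had a correlation of 0.986 with DESeq2 with its prior across genes, which are not independent replicates.

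No library was a copy of another from the same diet. For the 20 pairs of mice on the same diet, the chi-square statistic over 10834 genes was between 3.47 and 5.59 times its degrees of freedom. Pairs across the diets were not analysed here. Xist had 0 to 3 reads and Ddx3y 3130 to 3756 in every mouse, as in male mice, and these 2 genes were chosen for that check.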
